# A novel regulator of the fungal phosphate starvation response revealed by transcriptional profiling and DNA affinity purification sequencing

**DOI:** 10.1128/mbio.02023-25

**Published:** 2025-08-25

**Authors:** Lori B. Huberman, Vincent W. Wu, David J. Kowbel, Juna Lee, Chris Daum, Vasanth R. Singan, Igor V. Grigoriev, Ronan C. O'Malley, N. Louise Glass

**Keywords:** phosphate starvation response, *Neurospora*, filamentous fungi, transcriptional profiling, DNA affinity purification sequencing, transcription factor regulatory network

## Abstract

Cells must accurately sense and respond to nutrients to compete for resources and establish growth. Phosphate is a critical nutrient source necessary for signaling, energy metabolism, and synthesis of nucleic acids, phospholipids, and cellular metabolites. During phosphate limitation, fungi import phosphate from the environment and liberate phosphate from phosphate-containing molecules in the cell. In the model filamentous fungus *Neurospora crassa*, the phosphate starvation response is regulated by the conserved transcription factor NUC-1. The activity of NUC-1 is repressed by a complex of the cyclin-dependent kinase MDK-1 and the cyclin PREG when phosphate is plentiful. When phosphate is limiting, NUC-1 repression by MDK-1/PREG is relieved by the cyclin-dependent kinase inhibitor NUC-2. We investigated the global response of *N. crassa* to phosphate starvation. During phosphate starvation, NUC-1 directly activated the expression of genes encoding phosphatases, nucleases, and a phosphate transporter and directly repressed genes associated with the ribosome. Additionally, NUC-1 indirectly activated the expression of an uncharacterized transcription factor, which we named *nuc-3*. NUC-3 directly repressed the expression of genes involved in phosphate acquisition and liberation after an extended period of phosphate starvation. Additionally, NUC-3 directly repressed the expression of the cyclin-dependent kinase inhibitor *nuc-2*. Thus, through the combination of NUC-3 direct repression of genes in the phosphate starvation response and *nuc-2*, an activator of the phosphate starvation response, NUC-3 serves to act as a brake on the phosphate starvation response after an extended period of phosphate starvation. This braking mechanism could reduce transcription, a phosphate-intensive process, under conditions of extended phosphate limitation.

**IMPORTANCE:**

Fungi have evolved regulatory networks to respond to available nutrients. Phosphate is often a limiting nutrient for fungi that is critical for many cellular functions, including nucleic acid and phospholipid biosynthesis, cell signaling, and energy metabolism. The fungal response to phosphate limitation is important in interactions with plants and animals. We investigated the global transcriptional response to phosphate starvation and the role of a major transcriptional regulator, NUC-1, in the model filamentous fungus *Neurospora crassa*. Our data show that NUC-1 is a bifunctional transcription factor that directly activates phosphate acquisition genes, while directly repressing genes associated with phosphate-intensive processes. NUC-1 indirectly regulates an uncharacterized transcription factor, which we named *nuc-3*. NUC-3 directly represses phosphate acquisition genes and *nuc-2*, an activator of the phosphate starvation response, during extended periods of phosphate starvation. Thus, NUC-3 acts as a brake on the phosphate starvation response to reduce phosphate-intensive activities, like transcriptional activation, when phosphate starvation persists.

## INTRODUCTION

Fungi evolved complex regulatory networks to respond to available nutrients to establish fungal colonies and outcompete other microbes. Phosphate is a critical nutrient for a variety of cellular functions, including nucleic acid, phospholipid, and cellular metabolite biosynthesis, cell signaling, and energy metabolism (1, 2). The ability of fungal cells to respond to phosphate limitation is also important for fungal pathogenesis of plants and animals and establishing symbiotic relationships with plants (3–7).

Fungi have evolved phosphate acquisition pathways to import and metabolize phosphate in phosphate-limiting conditions (1, 8, 9). Fungi secrete alkaline phosphatases to liberate inorganic phosphate from the environment (10), while nucleases and acid phosphatases are important in nucleic acid catabolism (2, 11–13). Low-affinity phosphate transporters import phosphate into the cell in phosphate-rich environments (14, 15). The expression of high-affinity phosphate transporters is upregulated when environmental phosphate levels are low (16–21). During phosphate abundance, fungi store phosphate as polyphosphate in the vacuole (9, 22, 23). When phosphate is limiting, fungi liberate their vacuolar polyphosphate stores by cleaving polyphosphate and transporting phosphate into the cytoplasm (22–24).

A conserved regulatory pathway activates the expression of genes important for phosphate acquisition during phosphate limitation in fungi (1, 8, 25). Under phosphate-rich conditions, a complex of the cyclin-dependent kinase MDK-1 (NCU07580, previously known as PGOV) in the model filamentous fungus *Neurospora crassa* or Pho85 in the model yeast *Saccharomyces cerevisiae* and the cyclin PREG (NCU01738, *N. crassa*)/Pho80 (*S. cerevisiae*) represses the activity of the basic helix-loop-helix transcription factor, NUC-1 (NCU09315, *N. crassa*)/Pho4 (*S. cerevisiae*), causing NUC-1/Pho4 to localize to the cytoplasm (2, 26–31). When phosphate becomes limiting, the cyclin-dependent kinase inhibitor NUC-2 (NCU11426, *N. crassa*)/Pho81 (*S. cerevisiae*) represses the MDK-1/Pho85–PREG/Pho80 complex, a process mediated by myo-D-inositol heptakisphosphate (IP_7_) in *S. cerevisiae* and potentially by the MAK-2 (NCU02393) mitogen-activated protein kinase in *N. crassa* (32–37). This inhibition enables nuclear localization of NUC-1/Pho4, where it activates phosphate acquisition genes (28, 29).

Although several genes are consistently activated across ascomycete species by NUC-1/Pho4 homologs during phosphate limitation, the extent of the NUC-1/Pho4 regulon differs between species (1, 8). *S. cerevisiae* expresses just over 20 genes during phosphate limitation, while other fungi, including *N. crassa*, have much broader phosphate starvation regulons (32, 38, 39). We set out to interrogate the role of *N. crassa* NUC-1 in the regulation of genes responding to phosphate starvation using a combination of RNA sequencing (RNAseq) and DNA affinity purification sequencing (DAPseq). Our data show that NUC-1 is a bifunctional transcription factor that directly regulates the expression of phosphate transporter genes, phosphatase genes, genes involved in nucleic acid, carbohydrate, and lipid metabolism, and genes encoding ribosome-associated proteins or that are involved in ribosome maturation.

We also identified an uncharacterized basic helix-loop-helix transcription factor, which we named NUC-3, that was upregulated during phosphate starvation in a NUC-1-dependent manner. Deletion of *nuc-3* resulted in increased expression of phosphate acquisition genes after 12 h of phosphate starvation, indicating that NUC-3 represses phosphate acquisition genes once cells have experienced phosphate starvation for an extended time. NUC-3 is conserved in a number of Ascomycete fungi, although no homologs exist in *S. cerevisiae*. NUC-3 directly represses genes involved in phosphate acquisition, liberation of intracellular phosphate stores, lipid metabolism, carbon metabolism, and *nuc-2*, an activator of NUC-1 activity. Our data suggest a mechanism through which fungi place a brake on the phosphate starvation response, repressing gene transcription, a phosphate-intensive cellular process, in phosphate-limiting conditions.

## RESULTS

### Genes associated with phosphate acquisition were upregulated, and genes associated with the ribosome were downregulated during phosphate starvation

Several previous studies have investigated the global response of *N. crassa* to phosphate limitation (32, 39). However, these experiments were performed when cells were exposed to 10 µM phosphate, rather than a complete absence of phosphate. We hypothesized that additional genes may be regulated during phosphate starvation. Thus, we profiled the transcriptional response of *N. crassa* to phosphate starvation. We grew wild-type cells in media containing 37 mM phosphate for 24 h to ensure sufficient phosphate during the initial growth (27, 40). We then washed the mycelia and exposed cells to either phosphate starvation or 7 mM phosphate in Fries minimal medium (41, 42), a phosphate concentration sufficient for growth of *N. crassa* (27), for 4 h prior to harvesting cells for transcriptional analysis via RNAseq.

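This comparison is called Experiment 1 here. It covered 3 wild-type (*mat A*) libraries at 7 mM phosphate and 3 at 0 mM phosphate, each harvested 4 h after the shift from a 24 h culture at 37 mM phosphate. The paper's text and the sample labels give 7 mM for the phosphate-sufficient medium, and Table S2 gives 7.3 mM. The libraries were poly(A)-enriched and read as 100-bp single-end reads at the Joint Genome Institute. The authors quantified each transcript with Salmon and deposited TPM values, which carry no record of read depth, so the depth behind each value is unknown. The deposited table holds 1 to 5 transcripts per gene, and their TPM were added up per gene. Between 8926 and 8991 genes had a TPM above 0 in each 7 mM library and between 9092 and 9119 in each starved library. Each library was rescaled by a median-of-ratios factor, 0.846 to 0.865 at 7 mM and 1.13 to 1.23 at 0 mM, and these values are called rescaled TPM. Genes with a mean of at least 1 TPM in either condition were tested with limma on log2(TPM + 1), with Benjamini-Hochberg adjustment. A gene was called where the adjusted p was under 0.05, the ratio of mean rescaled TPM was at least 4, and the mean deposited TPM was at least 10 in either condition. Values are means ± SD of 3 libraries, and an exact permutation test of 3 libraries against 3 cannot give a p below 0.10. The median SD between replicates was 0.06 log2 units at 7 mM and 0.126 at 0 mM.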

The expression of 600 genes was at least fourfold differentially regulated in wild-type cells between phosphate starvation and 7 mM phosphate, with 295 genes downregulated and 305 upregulated in response to phosphate starvation (Fig. 1A; Dataset S1). 

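Of the 8396 genes tested, 616 were called between 0 mM and 7 mM phosphate, 315 of them higher and 301 lower during starvation (51.1% higher). The scaling of the libraries moved this split the most. With TPM as deposited, 702 genes were called, 483 higher and 219 lower (68.8% higher), and the median log2 fold change of all tested genes moved from 0.002 to 0.41. With each library left out in turn, between 604 and 632 genes were called. At a ratio of at least 2, 854 genes were higher and 857 lower. Among the genes called higher, *inl-13* (NCU04069) and NCU00695 were listed at 0 TPM in every 7 mM library and have no ratio, and *pho-2* (NCU01376) had the largest ratio computed. NCU00695 had 24.1, 63.6 and 39.8 TPM in the starved libraries. In the downward direction, NCU17101 had 10.3, 11.6 and 10.3 TPM in the 7 mM libraries and was listed at 0 in every starved library. NCU02545 fell from 35.2 ± 3.07 to 0.0472 ± 0.0421 rescaled TPM, a 744-fold decrease that became 496-fold without starved replicate 2 and 1152-fold without starved replicate 3 (log2 fold change -5.11, SE 0.094, limma adjusted p = 8.6e-08). The RNA-3′-phosphate cyclase gene *rbg-27* (NCU02675) fell 196-fold, from 18.8 ± 5.35 to 0.0961 ± 0.101, and the fold was 429 without starved replicate 1 and 130.4 without starved replicate 2 (log2 fold change -4.14, SE 0.2, limma adjusted p = 2.7e-06).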

As expected, genes associated with phosphate-intensive cellular activities were downregulated, while genes associated with phosphate acquisition were upregulated. The 295 genes downregulated by at least fourfold in response to phosphate starvation were enriched for GO categories associated with the ribosome, translation, RNA processing and binding, and branched-chain amino acid, lysine, and glutamine metabolic processes (Fig. 1B). The majority of downregulated genes were associated with the eukaryotic and mitochondrial ribosomes, rRNA processing, and ribosome assembly—cellular processes that require substantial quantities of phosphate. 

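Gene annotations were read here only for the opening 1999 genes of Dataset S1, and 67 of those are annotated as 40S or 60S ribosomal proteins. Their median log2 fold change between 0 mM and 7 mM phosphate was -3.53, 66 of 67 were lower, and 56 were called lower. Without rescaling of the deposited TPM, the median was -3.08, with 65 lower and 54 called. The median of their mean TPM was 2611 at 7 mM and 311 at 0 mM. No enrichment test was run on this partial list. How Dataset S1 orders its genes is not known here, so these 67 may not represent all ribosomal protein genes. From the functions of the downregulated genes, the paper states that genes of activities with a high demand for phosphate were downregulated.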

The 305 genes upregulated by at least fourfold in response to phosphate starvation were enriched for GO categories associated with phosphate transport, the cell wall, carbon-sulfur lyase activity, cell differentiation, carbohydrate metabolism, and redox reactions (Fig. 1C).

**Fig 1:**
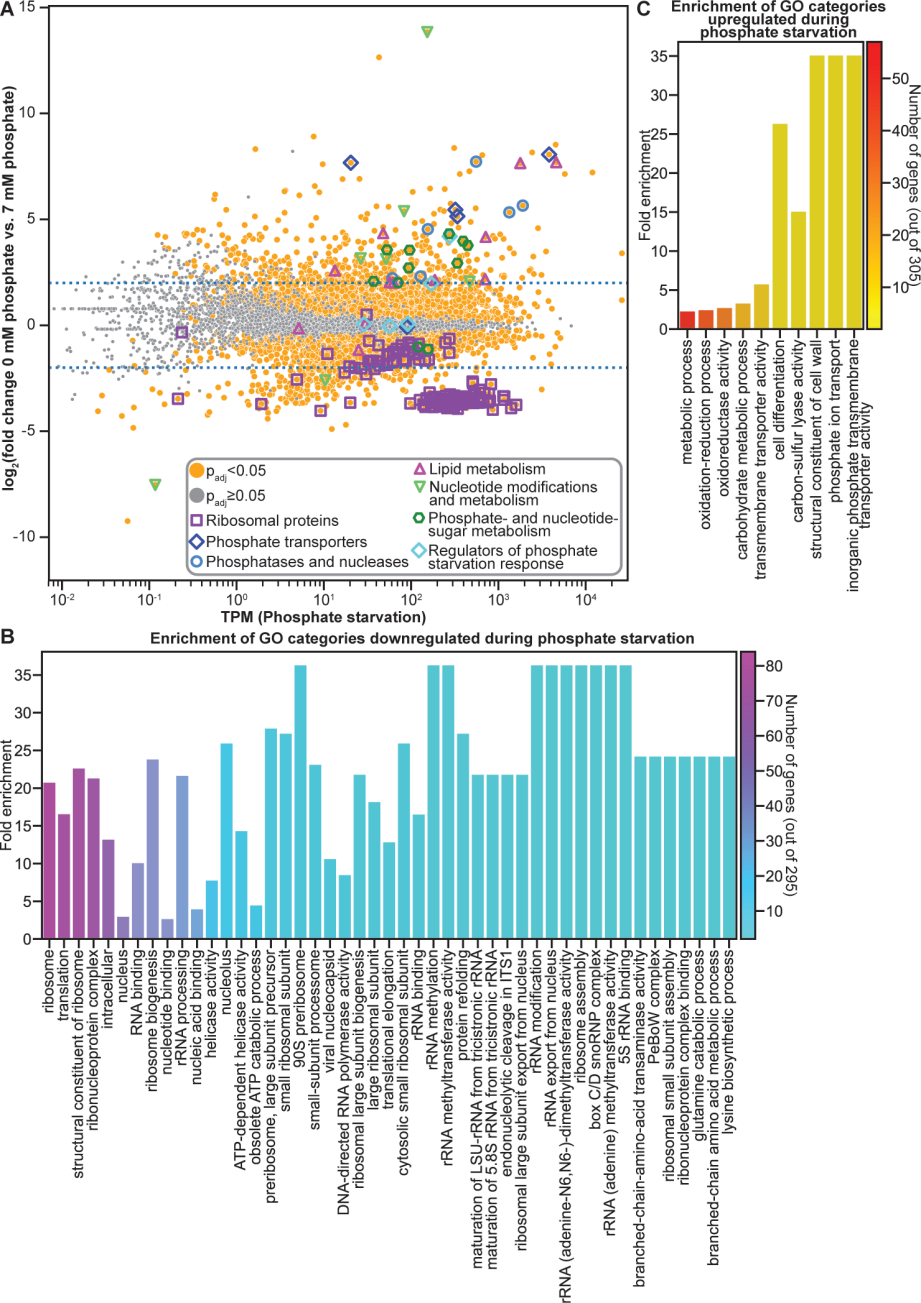
Genes involved in phosphate acquisition and liberation are upregulated, and ribosomal proteins are downregulated in response to phosphate starvation. (**A**) Differential expression analysis of wild-type cells exposed to phosphate starvation compared to 7 mM phosphate. Genes with significant differential expression (*P*_adj_ < 0.05) are indicated with orange circles. Genes without a significant difference in expression (*P*_adj_ ≥ 0.05) are indicated in gray. Genes encoding predicted ribosomal proteins are indicated with purple squares. Genes encoding known or predicted phosphate transporters are indicated with dark blue diamonds. Genes encoding known or predicted phosphatases and nucleases are indicated with light blue circles. Genes predicted to be involved in lipid metabolism are indicated with magenta triangles. Genes predicted to play a role in nucleotide modification or metabolism are indicated with light green triangles. Genes predicted to play a role in phosphate-sugar and nucleotide-sugar metabolism are indicated with dark green hexagons. Genes encoding regulators of the phosphate starvation response are indicated with light blue diamonds. Dotted blue lines indicate a fourfold change in expression. (**B**) Fold enrichment of genes significantly downregulated by at least fourfold during phosphate starvation compared to 7 mM phosphate in significantly enriched (*P*_adj_ < 0.05) gene ontology (GO) categories. The number of genes significantly downregulated by at least fourfold in each category is indicated by the color of the bar. (**C**) Fold enrichment of genes significantly upregulated by at least fourfold during phosphate starvation compared to 7 mM phosphate in significantly enriched (*P*_adj_ < 0.05) GO categories. The number of genes significantly upregulated by at least fourfold in each category is indicated by the color of the bar. GO enrichment analysis was calculated using FungiFun 2.2.8 (43).

The most highly upregulated genes included genes involved in phosphate acquisition. 

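Among the genes named in the paper for taking up or releasing phosphate, the ratio of starved to 7 mM rescaled TPM was above 200 for 7: *pho-2*, *pho-3*, *pho-4*, *pho-5*, NCU09631, *gdp-1* and *bet-6*. *inl-13*, listed at 0 in each 7 mM library, has no ratio and is not in this count.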

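The alkaline phosphatase gene *pho-2* (NCU01376) lies on chromosome V from 3812751 to 3815365 of the assembly used for mapping. Its expression rose from 10.4 ± 1.36 rescaled TPM (SD, n = 3) at 7 mM phosphate to 3822 ± 588 (SD, n = 3) at 0 mM, a 368-fold increase (log2 fold change 8.39, SE 0.13, limma adjusted p = 6.1e-08). With each library left out in turn, its log2 fold change stayed between 8.26 and 8.48. The acid phosphatase gene *pho-3* (NCU08643), on chromosome IV from 4248244 to 4250307, rose 286-fold, from 7.20 ± 0.187 to 2061 ± 158 (log2 fold change 7.97, SE 0.067, limma adjusted p = 8e-09).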

The alkaline phosphatase gene *pho-2* (NCU01376) was upregulated by 368-fold, while the acid phosphatase gene *pho-3* (NCU08643) was upregulated by 286-fold. Several additional genes may also act to acquire phosphate from the environment through phosphatase or nuclease activity. For example, NCU09631 contains an alkaline phosphatase domain and was upregulated by 211-fold. 

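NCU09631, on chromosome II from 15943 to 18173, had 2.24 ± 0.309 rescaled TPM (SD, n = 3) at 7 mM phosphate and 470.5 ± 3.59 at 0 mM. This is a 210.4-fold increase (log2 fold change 7.19, SE 0.074, limma adjusted p = 1.8e-08).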

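The deoxyribonuclease gene NCU09525 rose from 32.1 ± 4.64 to 1609 ± 139 rescaled TPM, 50.1-fold higher (log2 fold change 5.61, SE 0.12, limma adjusted p = 1.5e-07). The ribonuclease gene *grn* (NCU01045), the sum of 2 transcripts in the deposited table, rose 40.3-fold, from 70.7 ± 8.07 to 2848 ± 326 (log2 fold change 5.31, SE 0.11, limma adjusted p = 1.6e-07). For *nuc-14* (NCU09788) the increase was 23.2-fold, from 5.70 ± 0.893 to 132 ± 22.5 (log2 fold change 4.31, SE 0.14, limma adjusted p = 7.2e-07).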

Several uncharacterized nuclease genes were also upregulated by at least 20-fold, including an extracellular deoxyribonuclease gene (NCU09525), the ribonuclease T1 gene *grn* (NCU01045), and the nuclease gene *nuc-14* (NCU09788). 

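*pht-1* and *ipp-2* both passed the 4-fold threshold. The predicted histidine pyrophosphatase gene *pht-1* (NCU06351) had 21.9 ± 0.400 rescaled TPM (SD, n = 3) at 7 mM and 108 ± 18.6 at 0 mM, 4.95-fold higher (log2 fold change 2.24, SE 0.11, limma adjusted p = 3.1e-06). The value for *ipp-2* (NCU08703) was 4.69-fold, from 11.0 ± 1.14 to 51.6 ± 1.63 (log2 fold change 2.14, SE 0.078, limma adjusted p = 9.4e-07).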

We also saw upregulation of the predicted histidine pyrophosphatase gene *pht-1* (NCU06351) and the inorganic phosphatase gene *ipp-2* (NCU08703) (Fig. 1A; Dataset S1).

Transporters are required to import phosphate into the cell. The high-affinity phosphate transporter genes *pho-4* (NCU09564) and *pho-5* (NCU08325) were upregulated by 204- and 267-fold, respectively, under phosphate starvation. 

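The deposited table holds 2 transcripts for *pho-4*, on chromosome VII from 989341 to 993463, and their sum rose from 4.81 ± 0.494 to 983 ± 271 rescaled TPM (SD, n = 3), a 204-fold increase (log2 fold change 7.37, SE 0.19, limma adjusted p = 2.7e-07). *pho-5*, on chromosome IV from 2396703 to 2398930, rose 267-fold, from 12.1 ± 1.03 to 3224 ± 319 (log2 fold change 7.94, SE 0.092, limma adjusted p = 2e-08).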

Several additional transporter genes that may play a role in phosphate transport were also upregulated (Fig. 1A; Dataset S1). 

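The transporter gene *trm-50* (NCU01055), on chromosome V from 2779484 to 2781851, rose from 6.18 ± 0.174 rescaled TPM (SD, n = 3) at 7 mM phosphate to 272 ± 27.2 at 0 mM, 43.9-fold higher (log2 fold change 5.24, SE 0.078, limma adjusted p = 5.3e-08). Leaving out each library in turn kept the log2 fold change between 5.16 and 5.30.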

The chromate ion transporter gene *trm-50* (NCU01055), which encodes a protein that may also be able to transport phosphate, was upregulated by 44-fold. 

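The 13 transporter genes NCU09767, *mfs-10*, NCU09027, NCU08715, *mfs-16*, *sut-9*, *hgt-1*, *lat-1*, *sut-28*, *sut-18*, NCU04446, *asd-3* and *mfs-24* were all higher at 0 mM than at 7 mM phosphate, and all 13 were called. Their ratios ranged from 4.26 to 35.2, with a median of 8.06, and the largest limma adjusted p among them was 0.00035. With the threshold set on limma's log2 fold change in place of the ratio of means, *hgt-1* (1.97) and *asd-3* (1.91) fell short of 4-fold. Without starved replicate 1, the ratio of *hgt-1* was 3.24 and its call was lost.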

Aside from the Major Facilitator Superfamily (MFS) transporter gene *pho-5*, 13 additional MFS transporter genes were upregulated in response to phosphate starvation. These 13 MFS transporter genes included NCU09767, which encodes a protein with homology to phosphate transporters, the predicted phospholipid transporter gene *mfs-10* (NCU04809), two genes that encode transporters with homology to nicotinic acid transporters (NCU09027 and NCU08715), and a predicted pantothenate transporter gene (*mfs-16* [NCU00782]) (Dataset S1). 

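Among these 5 genes, the largest increase was that of NCU09767, from 8.14 ± 0.902 to 287 ± 14.1 rescaled TPM (SD, n = 3; log2 fold change 4.98, SE 0.082, limma adjusted p = 6.1e-08). *mfs-10* rose from 33.6 ± 1.92 to 605 ± 55.4 rescaled TPM, 18.0-fold higher (log2 fold change 4.13, SE 0.081, limma adjusted p = 1.1e-07). The increase was 17.4-fold for NCU09027 (limma adjusted p = 7.1e-07), 4.83-fold for NCU08715 (limma adjusted p = 2.4e-05) and 12.8-fold for *mfs-16* (limma adjusted p = 6.5e-06). Both NCU09027 (0.859 ± 0.145) and *mfs-16* (1.00 ± 0.240) were near 1 rescaled TPM at 7 mM.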

The expression of carbohydrate transporter genes was also upregulated, including high-affinity glucose transporter genes (*sut-9* [NCU04963] and *hgt-1* [NCU10021]), the L-arabinose transporter gene *lat-1* (NCU02188), the rhamnose transporter gene *sut-28* (NCU05897) (44), and *sut-18* (NCU09287). 

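At 0 mM phosphate, *sut-9* was 5.80-fold higher (52.9 ± 5.48 to 307 ± 56.2 rescaled TPM, SD, n = 3; log2 fold change 2.50, SE 0.14, limma adjusted p = 4.2e-06). *lat-1* was 21.4-fold higher (log2 fold change 3.18, SE 0.16, limma adjusted p = 2.8e-06) and *sut-28* 19.3-fold higher (log2 fold change 4.05, SE 0.16, limma adjusted p = 1.1e-06), while *sut-18* rose 8.06-fold (log2 fold change 2.58, SE 0.17, limma adjusted p = 1.1e-05). *hgt-1* went from 24.0 ± 0.390 to 102 ± 43.1 rescaled TPM with an SE of 0.25, above that of the other carbohydrate transporter genes.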

Three additional MFS transporter genes were also upregulated: NCU04446, *asd-3* (NCU05597), and *mfs-24* (NCU07343). 

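NCU04446 went from 15.9 ± 0.839 to 83.5 ± 18.1 rescaled TPM (SD, n = 3), 5.25-fold higher (log2 fold change 2.30, SE 0.15, limma adjusted p = 1.1e-05). *asd-3* reached 9.30 ± 0.811 rescaled TPM during starvation, 5.23-fold above its level at 7 mM (limma adjusted p = 3.3e-05), and *mfs-24* rose 6.11-fold (log2 fold change 2.36, SE 0.081, limma adjusted p = 7.6e-07).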

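Increases at 0 mM phosphate were 5.13-fold for *mig-12* (limma adjusted p = 6.1e-07), 14.0-fold for *ph7* (limma adjusted p = 1.3e-07), 6.62-fold for *nop-1* (limma adjusted p = 1.9e-05) and 9.48-fold for NCU09210 (limma adjusted p = 1.2e-06). The iron/lead transporter gene NCU09210 was the most abundant of the 4, with 224 ± 40.5 rescaled TPM (SD, n = 3) at 7 mM and 2128 ± 118 at 0 mM. *nop-1* (NCU10055) reached 13.9 ± 2.64 rescaled TPM, *ph7* (NCU08147) 124 ± 1.96 and *mig-12* (NCU09830) 29.1 ± 1.79.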

Other upregulated transporter genes included the ATP-binding cassette superfamily transporter gene *mig-12* (NCU09830), the P-type ATPase gene *ph7* (NCU08147), the ion-translocating microbial rhodopsin gene *nop-1* (NCU10055), and the iron/lead transporter gene NCU09210 (Dataset S1).

During phosphate starvation, fungi not only import phosphate from the environment, they also liberate phosphate from phosphate-containing molecules. The 3′(2′),5′-bisphosphate nucleotidase gene *inl-13* (NCU04069), which encodes a protein that releases phosphate from adenosine 3′,5′-bisphosphate, was the most upregulated gene during phosphate starvation with a 14,000-fold increase in expression (Fig. 1A; Dataset S1). 

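*inl-13*, on chromosome VI from 2637162 to 2638712, was listed at 0 TPM in all 3 libraries at 7 mM phosphate, and no ratio was computed against a group at 0. The 3 starved libraries had 134, 169 and 152 TPM as deposited. The limma log2 fold change of log2(TPM + 1) was 7.03, a value that depends on the added 1 (SE 0.11, adjusted p = 6.1e-08).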

Other genes whose expression was upregulated by at least fourfold during phosphate starvation may also play a role in releasing phosphate from nucleotides, including NCU05005 and NCU09856, which may encode proteins with ATP hydrolysis activity, a potential NADH pyrophosphatase gene (NCU01127), and the predicted uracil phosphoribosyl transferase gene *uc-8* (NCU06261) (Fig. 1A; Dataset S1).

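NCU05005 showed the largest of these 4 increases, 42.5-fold, from 1.67 ± 0.467 to 70.8 ± 16.6 rescaled TPM (SD, n = 3; log2 fold change 4.74, SE 0.19, limma adjusted p = 1.3e-06). The increases for the others were 8.95-fold for NCU09856 (limma adjusted p = 7.8e-06), 8.75-fold for NCU01127 (limma adjusted p = 5.7e-07) and 4.16-fold for *uc-8* (limma adjusted p = 2.1e-06). *uc-8* had 95.7 ± 2.21 rescaled TPM at 7 mM and 398 ± 50.7 at 0 mM, and without starved replicate 2 its ratio was 3.91, below the threshold of 4.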

During phosphate starvation, fungi release phosphate from phospholipids and replace phospholipids with betaine lipids (45). A glycerophosphoryl diester phosphodiesterase gene, which encodes a protein that cleaves phosphate from phospholipids, *gdp-1* (NCU10038), and the betaine lipid synthase gene *bet-6* (NCU03032) were both upregulated by more than 200-fold during phosphate starvation (Fig. 1A; Dataset S1). 

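*gdp-1*, on chromosome IV from 5943563 to 5945207, went from 18.8 ± 2.01 to 3882 ± 455 rescaled TPM (SD, n = 3), a 207-fold increase (log2 fold change 7.62, SE 0.11, limma adjusted p = 4.8e-08). The increase of *bet-6*, on chromosome I from 8381457 to 8384546, was 201-fold, from 7.49 ± 0.633 to 1505 ± 264 (log2 fold change 7.46, SE 0.12, limma adjusted p = 6.4e-08).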

Several other genes whose expression was upregulated may also play a role in harvesting phosphate from phospholipids, including three genes encoding proteins that may have lipase activity: NCU05859, *cea-6* (NCU04930), and NCU09526. 

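NCU05859 rose 6.01-fold, from 1.86 ± 0.533 to 11.2 ± 6.68 rescaled TPM (SD, n = 3; log2 fold change 1.97, SE 0.35, limma adjusted p = 0.0019), but without starved replicate 1 the ratio was 3.94 and the call was lost. *cea-6* rose 4.51-fold (log2 fold change 2.14, SE 0.15, limma adjusted p = 1.3e-05), with a ratio of 3.99 and no call without starved replicate 2. NCU09526 had a ratio of 4.01 (log2 fold change 1.93, SE 0.066, limma adjusted p = 7.5e-07), and its ratio fell to 3.95 without 7 mM replicate 1, 3.91 without 7 mM replicate 3 and 3.95 without starved replicate 1. With the threshold on limma's log2 fold change, NCU05859 and NCU09526 were not called, and in a single fit over all 18 libraries the ratio of NCU09526 was 3.99, just short of a call.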

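For the phosphatidylethanolamine-binding protein gene NCU01112, expression rose from 1.97 ± 0.608 to 40.8 ± 6.18 rescaled TPM (SD, n = 3) between 7 mM and 0 mM phosphate, a 20.7-fold increase (log2 fold change 3.82, SE 0.17, limma adjusted p = 1.6e-06). *gde-1* (NCU01747) rose 4.40-fold, from 36.0 ± 0.458 to 158 ± 16.7 (log2 fold change 2.10, SE 0.079, limma adjusted p = 1e-06). *chol-11* (NCU02302) rose 4.08-fold (log2 fold change 1.93, SE 0.099, limma adjusted p = 3.2e-06). Its ratio was 3.98 without starved replicate 2 and 3.87 without starved replicate 3, and it was not called with the threshold on limma's log2 fold change.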

The expression of genes encoding proteins with other potential lipid-associated roles was also upregulated, including the predicted phosphatidylethanolamine binding protein gene NCU01112; *chol-11* (NCU02302), which may play a role in phosphatidylethanolamine synthesis; and the glycerophosphocholine phosphodiesterase gene *gde-1* (NCU01747), which encodes a protein that hydrolyzes glycerophosphocholine to choline and glycerol phosphate for use as a phosphate source. The *gde-1* gene is homologous to *S. cerevisiae GDE1*, a gene activated in response to phosphate (38, 46) (Fig. 1A; Dataset S1).

Phosphate is also present in metabolic intermediates of carbohydrate utilization. We identified upregulated genes with predicted roles in modifying nucleotide sugars and phosphorylated sugars, suggesting that this may be another method through which phosphate is liberated during phosphate starvation. Three genes whose expression was upregulated by at least sixfold may play roles in nucleotide sugar metabolism: the predicted UDP-galactose-4-epimerase gene *gae-1* (NCU08549); NCU09906, which may play a role in transferring sugars from UDP-sugars; and *nmr-3* (NCU09403), which has homology to nucleoside diphosphate-sugar 4 epimerase genes (Fig. 1A; Dataset S1). 

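In starved cells, *gae-1* was at 336 ± 36.0 rescaled TPM (SD, n = 3) against 21.4 ± 4.81 at 7 mM phosphate, 15.7-fold higher (log2 fold change 3.93, SE 0.16, limma adjusted p = 1.2e-06). NCU09906 was 19.9-fold higher, 232 ± 29.6 against 11.6 ± 0.331 (log2 fold change 4.20, SE 0.095, limma adjusted p = 1.8e-07). *nmr-3* was 6.56-fold higher (log2 fold change 2.62, SE 0.079, limma adjusted p = 5.4e-07).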

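All 6 genes of sugar phosphate metabolism, *man-2*, *fbp-1*, *ndvB*, *tqaM*, *phk-1* and *phk-2*, were called higher during starvation. The increases were 11.8-fold for *man-2* (limma adjusted p = 6e-07), 7.64-fold for *fbp-1* (limma adjusted p = 8.6e-07), 11.8-fold for *phk-1* (limma adjusted p = 1.2e-06) and 13.7-fold for *phk-2* (limma adjusted p = 2.1e-07). *fbp-1* (NCU04797) had 37.7 ± 0.190 rescaled TPM (SD, n = 3) at 7 mM and 288 ± 42.6 at 0 mM. *ndvB* (NCU09425) had a ratio of 4.21 (log2 fold change 1.93, SE 0.09, limma adjusted p = 2.2e-06), which was 3.96 without starved replicate 1. The ratio of *tqaM* (NCU01072), 4.05 (log2 fold change 1.92, SE 0.17, limma adjusted p = 5.3e-05), fell below 4 without 7 mM replicate 1, to 3.87 without 7 mM replicate 2, and to 3.51 without starved replicate 2. Neither *ndvB* nor *tqaM* was called with the threshold on limma's log2 fold change.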

The expression of the mannose-6-phosphate isomerase gene *man-2* (NCU02322), the fructose bisphosphatase gene *fbp-1* (NCU04797), the cellobionic acid phosphorylase gene *ndvB* (NCU09425), the potential fructose-1,6-phosphate aldolase gene *tqaM* (NCU01072), and two predicted phosphoketolase genes (*phk-1* [NCU05151] and *phk-2* [NCU06123]) were also upregulated by at least fourfold in response to phosphate starvation (Fig. 1A; Dataset S1).

Components of the vacuolar transporter chaperone (VTC) complex, which is critical for polyphosphate storage in the vacuole, are part of the phosphate starvation regulon in *S. cerevisiae* (9, 22, 23, 38). 

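The vacuolar transporter chaperone genes were tested in the same libraries. *vtc-1* (NCU03883) had 144 ± 4.53 rescaled TPM (SD, n = 3) at 7 mM and 206 ± 9.86 at 0 mM, a 1.43-fold increase (log2 fold change 0.51, SE 0.058, limma adjusted p = 0.00018). The increase was 1.79-fold for *vtc-2* (NCU01745), from 93.9 ± 1.66 to 168 ± 7.86 (log2 fold change 0.83, SE 0.054, limma adjusted p = 1e-05). For *vtc-3* (NCU08110) it was 2.71-fold, from 59.7 ± 0.720 to 162 ± 9.93 (log2 fold change 1.42, SE 0.059, limma adjusted p = 1.4e-06). Each difference was larger than the spread between replicates and below the 4-fold threshold.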

While none of the genes known to be part of this complex were differentially expressed by at least fourfold in wild-type *N. crassa* cells exposed to phosphate starvation compared to 7 mM phosphate, *vtc-1* (NCU03883) was upregulated by 1.4-fold, *vtc-2* (NCU01745) was upregulated by 1.8-fold, and *vtc-3* (NCU08110) was upregulated by 2.7-fold in response to phosphate starvation (Dataset S1).

### Many of the genes involved in the response to phosphate starvation were regulated in a NUC-1-dependent fashion

In *N. crassa*, the transcription factor NUC-1 is required for the response to phosphate starvation (27). However, a global investigation of the role of NUC-1 in gene regulation has not been undertaken. To address this knowledge gap, we inoculated wild-type (*nuc-1^+^*) and Δ*nuc-1* cells in 37 mM phosphate, grew them for 24 h, and then shifted the mycelial mass to media lacking phosphate for 4 h prior to harvesting the cells for RNAseq. 

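This comparison, Experiment 2 here, covered 3 wild-type and 3 Δ*nuc-1* libraries harvested 4 h after the shift to 0 mM phosphate and read as 50-bp single-end reads at the University of California, Berkeley. Table S2 lists the wild type as *mat A* and the Δ*nuc-1* strain as *mat a*. The deleted gene *nuc-1* (NCU09315; chromosome I from 4278717 to 4281906) had 23.4 to 41.3 TPM in the wild-type libraries and 1.87 to 2.25 TPM in the Δ*nuc-1* libraries. The *mat A* gene *matA-1* (NCU01958) had 7.64, 1.68 and 3.28 TPM in the wild-type libraries, was at 0.0609 TPM in one Δ*nuc-1* library and was listed at 0 in the other two. The scaling factors were 0.958 to 1.15 in wild type and 0.875 to 0.974 in Δ*nuc-1*. Between 8703 and 8756 genes had a TPM above 0 in each library, and the median SD between replicates was 0.212 log2 units in wild type and 0.172 in Δ*nuc-1*. Genes were tested and called as in Experiment 1, within these 6 libraries only, at a ratio of at least 4 and, where stated, at least 2.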

The expression of 162 genes was differentially expressed by at least fourfold in the Δ*nuc-1* mutant compared to *nuc-1^+^* cells during phosphate starvation, with 60 genes downregulated and 102 genes upregulated in Δ*nuc-1* cells compared to *nuc-1^+^* cells (Fig. 2A and B). 

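Of the 8037 genes tested in Experiment 2, 169 were called at 4-fold, 103 higher and 66 lower in Δ*nuc-1* cells (60.9% higher), with *nuc-1* itself among those lower. With TPM as deposited, 63 genes were called higher and 83 lower (43.2% higher), and the median log2 fold change of all genes moved to -0.17. The same number of genes, 63, was called higher when the threshold was set on limma's log2 fold change. The number called higher depended most on Δ*nuc-1* replicate 3. Without that library, 14 genes were called higher and 86 in all, whereas 96 of the 103 genes were still called at 2-fold and all 103 kept a ratio of at least 2. Without wild-type replicate 3, 68 genes were called higher. At 2-fold, 367 genes were higher and 277 lower. NCU02545 showed the largest increase, 233-fold, from 0.184 ± 0.0995 to 42.9 ± 26.6 rescaled TPM (SD, n = 3; log2 fold change 5.01, SE 0.42, limma adjusted p = 0.00035). The pheromone gene *mfa-1* (NCU16992) was 13.1-fold higher in Δ*nuc-1*, the *mat a* strain (log2 fold change 3.61, SE 0.17, limma adjusted p = 1.2e-05). NCU07714 rose 10.4-fold (log2 fold change 2.88, SE 0.86, limma adjusted p = 0.043), with ratios of 8.24 without wild-type replicate 1, 6.93 without wild-type replicate 3, 10.9 without Δ*nuc-1* replicate 2 and 5.59 without Δ*nuc-1* replicate 3. In each of these 4 cases its call was lost, and without wild-type replicate 2 its ratio was 43.2. With all libraries, its call was also lost with an added 0.1 (limma adjusted p = 0.06) and with limma's robust estimate of spread (limma adjusted p = 0.088). It was lost too with no filter on low values, the replicate number as a term or the transcript listed at the top. The call was kept with TPM as deposited, upper-quartile rescaling, the threshold on limma's log2 fold change and one fit over all 18 libraries.

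**Figure D1:**
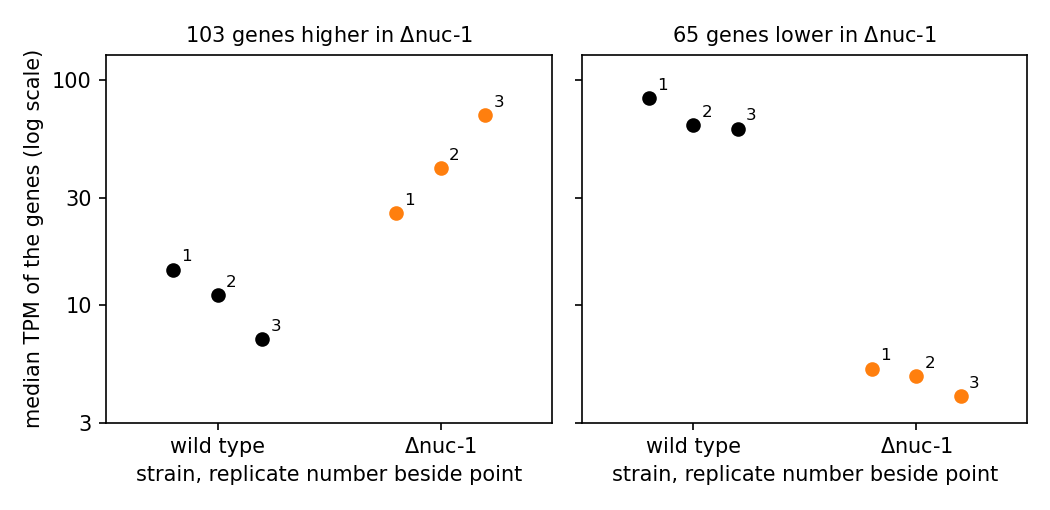
Median TPM as deposited, on a log scale, of the 103 genes called higher and the 65 genes called lower in Δ*nuc-1* (*nuc-1* left out), with one point per library and the replicate number beside it. The medians of the 103 genes lie between 7.04 and 14.4 TPM in wild type and between 25.7 and 69.8 TPM in Δ*nuc-1*, and those of the 65 genes lie between 60.8 and 83.0 TPM in wild type and between 3.93 and 5.22 TPM in Δ*nuc-1*.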

The 102 genes upregulated in Δ*nuc-1* cells compared to wild-type cells in response to phosphate starvation were enriched for GO categories associated with ribosome biogenesis and assembly, rRNA transcription and processing, ribonucleoprotein complex, the nucleolus, and folate synthesis (Fig. S1A). 

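The overlap of the starvation and Δ*nuc-1* calls was counted over 5915 genes tested in both comparisons with a mean of at least 10 TPM in a condition of each. Of these, 99 were called higher in Δ*nuc-1* and 290 were called lower during starvation in wild type, and 95 were both (odds ratio 685, two-sided Fisher's exact test, p = 7.5e-126). Genes are not independent of each other, so this p describes the tables only. With TPM as deposited the overlap was 55 genes, with the threshold on limma's log2 fold change it was 59, and it was 63 without wild-type replicate 3 and 13 without Δ*nuc-1* replicate 3. Only 2 genes were called higher in both comparisons.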

Of the 102 genes upregulated in cells lacking *nuc-1* compared to wild-type cells, 94 also met our stringent threshold for fourfold downregulation in wild type during phosphate starvation compared to 7 mM phosphate (Fig. 2A). The vast majority of these 102 genes are associated with the ribosome, ribosome biogenesis, or transcription, phosphate-hungry cellular activities (Dataset S1).

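The 67 annotated 40S and 60S ribosomal protein genes had a median log2 fold change of 0.75 in Δ*nuc-1* relative to wild type, with 64 of 67 higher. None was called at 4-fold by limma's adjusted p and the ratio, 46 had an adjusted p under 0.05, and 5 were called at 2-fold. On the TPM as deposited, the median was 0.56, 63 were higher and 0 were called at 2-fold. The median of their mean TPM was 1598 in wild type and 2496 in Δ*nuc-1*. Wild type at 0 mM after 4 h had a median of 311 TPM for these genes in Experiment 1. Between Experiments 1 and 2, 62 of the 67 were higher in Experiment 2 and 5 lower, with a median log2 fold change of 2.44. These genes were thus less reduced in the wild type used here, so the small difference does not measure how far NUC-1 affects them. The annotations of the remaining genes of Dataset S1 were not used here.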

**Fig 2:**
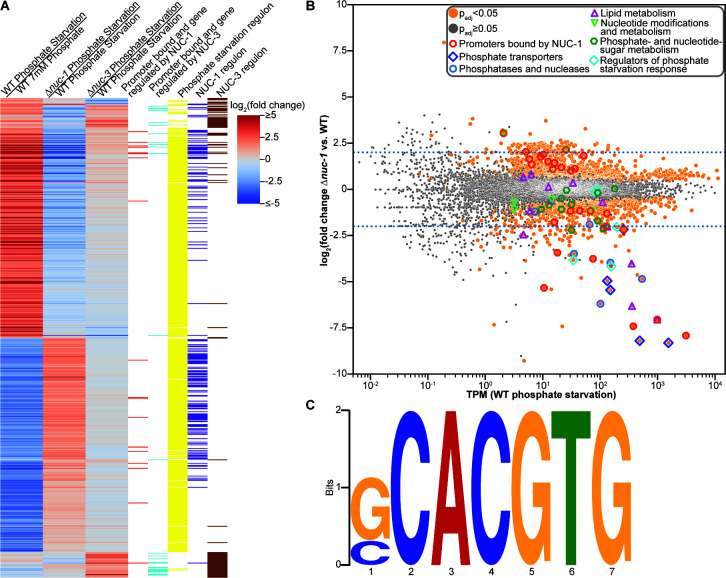
The transcription factor NUC-1 directly activates genes necessary for phosphate acquisition and directly represses genes associated with the ribosome in response to phosphate starvation. (**A**) Heatmap showing the log_2_(fold change in expression) of the indicated comparisons of all genes differentially expressed by at least fourfold in wild-type (WT) cells exposed to phosphate starvation compared to 7 mM phosphate for 4 h, differentially expressed by at least fourfold in the Δ*nuc-1* mutant compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation for 4 h, or differentially expressed by at least twofold in the Δ*nuc-3* mutant compared to wild-type (*nuc-3^+^*) cells exposed to phosphate starvation for 12 h. Red bars indicate genes whose promoter was bound by NUC-1 and were differentially expressed by at least twofold in the Δ*nuc-1* mutant compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation for 4 h. Cyan bars indicate genes whose promoter was bound by NUC-3 and were differentially expressed by at least twofold in the Δ*nuc-3* mutant compared to wild-type (*nuc-3^+^*) cells exposed to phosphate starvation for 12 h. Yellow bars indicate genes that were differentially expressed by at least fourfold in wild-type cells exposed to phosphate starvation compared to 7 mM phosphate for 4 h. Purple bars indicate genes that were differentially expressed by at least fourfold in the Δ*nuc-1* mutant compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation for 4 h. Brown bars indicate genes that were differentially expressed by at least twofold in the Δ*nuc-3* mutant compared to wild-type (*nuc-3^+^*) cells exposed to phosphate starvation for 12 h. (**B**) Differential expression analysis of Δ*nuc-1* cells compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation. Genes with significant differential expression (*P*_adj_ < 0.05) are indicated with orange circles. Genes without a significant difference in expression (*P*_adj_ ≥ 0.05) are indicated in gray. Genes whose promoters were bound by NUC-1 and were differentially expressed by at least twofold in the Δ*nuc-1* mutant compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation are indicated with red octagons. Genes encoding known or predicted phosphate transporters are indicated with dark blue diamonds. Genes encoding known or predicted phosphatases and nucleases are indicated with light blue circles. Genes predicted to be involved in lipid metabolism are indicated with magenta triangles. Genes predicted to play a role in nucleotide modification or metabolism are indicated with light green triangles. Genes predicted to play a role in phosphate-sugar and nucleotide-sugar metabolism are indicated with dark green hexagons. Genes encoding regulators of the phosphate starvation response are indicated with light blue diamonds. Dotted blue lines indicate a fourfold change in expression. Two genes expressed at transcripts per million (TPM) below 10 whose expression was not significantly different in Δ*nuc-1* cells compared to wild-type (*nuc-1^+^*) cells exposed to phosphate starvation but had a log_2_(fold change in expression) of more than 20-fold (NCU00695 and NCU09638) were left off the scatterplot to better visualize the expression of the other genes. The expression and fold change of these genes can be seen in Dataset S1. (**C**) NUC-1 consensus DNA-binding motif (*E*-value = 2.2 × 10^−9^) of NUC-1 promoter binding sites in genes differentially expressed by at least twofold in Δ*nuc-1* cells compared to wild-type cells during phosphate starvation built using Multiple Expectation maximizations for Motif Elicitation (MEME) version 5.5.5 (47).

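NCU00695 had 8.93 TPM in wild-type replicate 1 and was listed at 0 in the other two wild-type libraries and in all 3 Δ*nuc-1* libraries (limma adjusted p = 0.36). NCU09638 had 2.60 TPM in wild-type replicate 1 and was listed at 0 in the other 5 libraries. Its mean was below 1 TPM in both strains, so it was not tested.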

The 60 genes downregulated in Δ*nuc-1* compared to wild-type cells in response to phosphate starvation were enriched for GO categories associated with phosphate and chromate transport, nuclease and phosphatase activity, phosphoric diester hydrolase activity, oxidation-reduction processes, and formate dehydrogenase activity (Fig. S1B). 

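Over the same 5915 genes, 66 were called lower in Δ*nuc-1* and 194 higher during starvation, and 54 genes were in both lists (odds ratio 184, two-sided Fisher's exact test, p = 9.6e-72). The 66 genes include the deleted gene *nuc-1*. Without wild-type replicate 1 the overlap was 33 genes, and with the other libraries left out one at a time it stayed between 52 and 63. No gene was called lower in both comparisons.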

Most genes (53 of 60 genes) downregulated in Δ*nuc-1* relative to *nuc-1^+^* cells in response to phosphate starvation by at least fourfold also met our stringent threshold for genes activated in response to phosphate starvation in wild-type cells (Fig. 2A). Two of the remaining seven genes included the cyclin-dependent kinase inhibitor gene *nuc-2*, critical for the activation of the phosphate starvation response in *N. crassa* (33), and the MFS phosphate transporter gene *pho-7* (NCU07375) (Dataset S1).

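*nuc-2* (NCU11426) had 180.3 ± 28.4 rescaled TPM (SD, n = 3) in wild type and 43.6 ± 2.87 in Δ*nuc-1*, 4.13-fold lower (log2 fold change -2.01, SE 0.15, limma adjusted p = 0.00018). Its ratio was 3.97 without wild-type replicate 1, 3.91 without wild-type replicate 2 and 3.99 without Δ*nuc-1* replicate 3. In Experiment 1 it was 3.87-fold higher at 0 mM than at 7 mM (log2 fold change 1.92, SE 0.072, limma adjusted p = 1e-06), short of 4-fold. *pho-7* fell from 238 ± 76.0 rescaled TPM in wild type to 52.9 ± 11.8 in Δ*nuc-1*, a 4.51-fold decrease (log2 fold change -2.13, SE 0.24, limma adjusted p = 0.0012), with a ratio of 3.69 without wild-type replicate 2. In wild type *pho-7* was at 79.7 ± 4.57 rescaled TPM at 7 mM and 75.6 ± 13.1 at 0 mM, a difference within the replicate spread (log2 fold change -0.09, limma adjusted p = 0.55).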

The 53 genes whose expression was both downregulated in Δ*nuc-1* cells compared to *nuc-1^+^* cells in response to phosphate starvation and upregulated in response to phosphate starvation compared to 7 mM phosphate in wild-type cells included a number of genes known to play a role in phosphate acquisition: *pho-2*, *pho-3*, *pho-4*, *pho-5*, and *gdp-1* (Fig. 2B; Dataset S1). 

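All 5 genes fell by more than 100-fold in Δ*nuc-1* cells. The largest decrease was that of *pho-5*, 318-fold, from 1438 ± 99.4 to 4.53 ± 0.401 rescaled TPM (SD, n = 3; log2 fold change -8.02, SE 0.12, limma adjusted p = 5.7e-09). *pho-4* fell 294-fold (log2 fold change -7.84, SE 0.14, limma adjusted p = 9.6e-09), *pho-2* fell 242-fold (log2 fold change -7.79, SE 0.16, limma adjusted p = 2.4e-08), *pho-3* fell 170.1-fold (log2 fold change -6.73, SE 0.33, limma adjusted p = 1.2e-05) and *gdp-1* fell 132-fold (log2 fold change -6.81, SE 0.21, limma adjusted p = 6.8e-07). Residual expression in Δ*nuc-1* was 11.9 ± 1.08 rescaled TPM for *pho-2* and 6.88 ± 0.421 for *gdp-1*.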

Several predicted nuclease genes that were activated in response to phosphate starvation in wild-type cells were downregulated in Δ*nuc-1* cells relative to *nuc-1^+^* cells, including NCU09631, NCU09525, *grn*, and *nuc-14*. 

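NCU09631 fell from 92.6 ± 40.5 rescaled TPM (SD, n = 3) in wild type to 1.27 ± 0.480 in Δ*nuc-1*, 72.9-fold lower (log2 fold change -5.31, SE 0.29, limma adjusted p = 2.5e-05). NCU09525 was 28.9-fold lower (log2 fold change -4.67, SE 0.31, limma adjusted p = 0.00011), *grn* 15.7-fold lower (log2 fold change -3.92, SE 0.23, limma adjusted p = 4.1e-05) and *nuc-14* 11.2-fold lower (log2 fold change -3.04, SE 0.34, limma adjusted p = 0.0013).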

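In Δ*nuc-1* cells, *trm-50* was at 4.00 ± 3.30 rescaled TPM (SD, n = 3) against 124 ± 16.1 in wild type, 31.0-fold lower (log2 fold change -4.85, SE 0.41, limma adjusted p = 0.00036). That ratio was 57.4 without Δ*nuc-1* replicate 3. NCU09767 was 43.7-fold lower (log2 fold change -5.05, SE 0.18, limma adjusted p = 2e-06) and *mfs-10* 16.2-fold lower (log2 fold change -3.96, SE 0.17, limma adjusted p = 4.7e-06). *sut-28* was 4.51-fold lower (log2 fold change -2.03, SE 0.23, limma adjusted p = 0.0012), and its ratio was 3.63 without wild-type replicate 1. *ph7* was 4.74-fold lower (log2 fold change -1.97, SE 0.2, limma adjusted p = 0.001), and with the threshold on limma's log2 fold change it was not called.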

The transporter genes *trm-50*, NCU09767, *mfs-10*, *sut-28*, and *ph7* were also upregulated in wild-type cells in a NUC-1-dependent fashion during phosphate starvation. Additionally, the expression of the predicted uracil phosphoribosyl transferase gene *uc-8*, which encodes a protein that may play a role in releasing phosphate from nucleotides, as well as the predicted UDP-galactose-4-epimerase gene *gae-1* and the fructose bisphosphatase gene *fbp-1*, was downregulated in Δ*nuc-1* cells compared to *nuc-1^+^* cells in response to phosphate starvation. 

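*uc-8* went from 118 ± 35.7 to 29.4 ± 1.22 rescaled TPM (SD, n = 3), 4.01-fold lower (log2 fold change -1.92, SE 0.2, limma adjusted p = 0.0011). Its ratio was 3.99 with upper-quartile rescaling, 3.37 without wild-type replicate 1, 3.96 without Δ*nuc-1* replicate 1 and 3.96 without Δ*nuc-1* replicate 2, and with the threshold on limma's log2 fold change it was not called. *gae-1* was 4.62-fold lower (log2 fold change -2.03, SE 0.36, limma adjusted p = 0.0065), with ratios of 3.34 without wild-type replicate 1 and 3.85 without Δ*nuc-1* replicate 2. *fbp-1* was 4.34-fold lower (log2 fold change -2.03, SE 0.23, limma adjusted p = 0.0013), with a ratio of 3.54 without wild-type replicate 1.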

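The betaine lipid synthase gene *bet-6* (NCU03032) fell from 326 ± 174 rescaled TPM (SD, n = 3) in wild type to 4.08 ± 0.332 in Δ*nuc-1*, 79.8-fold lower (log2 fold change -5.89, SE 0.3, limma adjusted p = 1.6e-05). *gde-1* (NCU01747) fell 4.06-fold, from 122 ± 44.9 to 30.0 ± 4.02 (log2 fold change -1.93, SE 0.26, limma adjusted p = 0.0023). The ratio of *gde-1* was 3.33 without wild-type replicate 1 and 3.79 without Δ*nuc-1* replicate 3, and it was not called with the threshold on limma's log2 fold change.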

The release of phosphate from phospholipids and activation of betaine lipid synthesis appeared to be repressed in Δ*nuc-1* cells relative to *nuc-1^+^* cells during phosphate starvation, given the downregulation of *bet-6* and *gde-1* (Fig. 2B; Dataset S1). 

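Across the 5915 genes expressed in both comparisons, the log2 fold change of starvation and that of *nuc-1* deletion had a Spearman correlation of -0.763 and a Pearson correlation of -0.807. These correlations run across genes, which are not independent replicates.

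**Figure D2:**
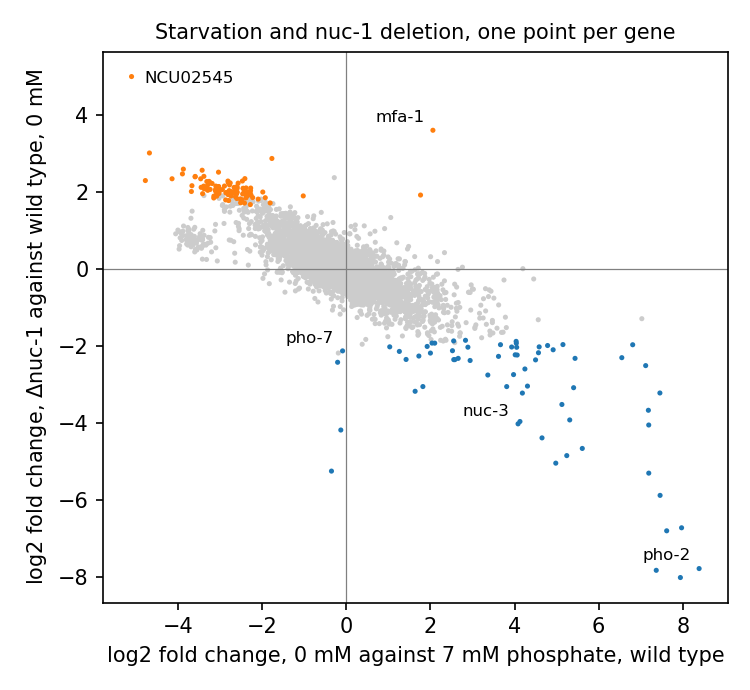
Each point is one of the expressed genes (*nuc-1* left out), with the log2 fold change of 0 mM against 7 mM phosphate in wild type on the x axis and that of Δ*nuc-1* against wild type at 0 mM on the y axis. Genes called higher in Δ*nuc-1* are orange, genes called lower are blue and the others are gray, and most orange and blue points lie to the upper left and the lower right of the origin.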

Overall, comparing the transcriptional profiling of wild-type cells exposed to phosphate starvation to wild-type cells exposed to 7 mM phosphate, and wild-type cells exposed to phosphate starvation to Δ*nuc-1* cells exposed to phosphate starvation, demonstrated that while NUC-1 regulates many genes involved in the phosphate starvation response, there may also be other transcriptional regulators; the phosphate starvation regulon in wild-type cells involved substantially more genes than those in the NUC-1 regulon (Fig. 2A).

### NUC-1 directly activated genes involved in phosphate acquisition and liberation and directly repressed genes associated with phosphate-intensive cellular processes

Genes differentially expressed in Δ*nuc-1* cells compared to *nuc-1^+^* cells during phosphate starvation could be due to direct or indirect regulation by NUC-1. To distinguish between these two possibilities, we measured NUC-1 promoter binding using DAPseq, an *in vitro* method to identify NUC-1 DNA binding sites (44, 48–50). We identified 281 NUC-1 binding sites within 3,000 bp upstream of the translational start site of 380 genes using DAPseq (Dataset S2); some NUC-1 binding sites were within 3,000 bp upstream of more than one gene, due, at least in part, to potential bidirectional promoters. Since DAPseq is an *in vitro* technique to measure DNA binding, it is possible that not all genes with NUC-1 promoter binding sites identified via DAPseq were regulated by NUC-1 *in vivo*. Thus, we filtered our DAPseq data for genes that were also at least fourfold differentially expressed between *nuc-1^+^* cells and Δ*nuc-1* cells during phosphate starvation.

Eleven genes were both at least fourfold differentially expressed between *nuc-1^+^* cells and Δ*nuc-1* cells and had promoters bound by NUC-1 *in vitro*. Of these, eight genes were activated by NUC-1, and three were repressed by NUC-1 in response to phosphate starvation (Fig. 2A and B; Dataset S1). 

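The tally here took the 27 genes that the paper names as bound and regulated by NUC-1. The paper picked them partly by their change in these same libraries, so the tally is not an independent test. At 4-fold, 11 of the 27 were called, 8 lower and 3 higher in Δ*nuc-1*. The deposited TPM without rescaling gave 8 lower and 1 higher. The number higher was 0 without Δ*nuc-1* replicate 3, 5 without Δ*nuc-1* replicate 1 and 2 without wild-type replicate 3.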

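The genes called lower in Δ*nuc-1* at 4-fold were *pho-2*, *pho-3*, *gdp-1*, *pho-7*, *uc-8*, *mbl-5*, NCU07485 and NCU07486. Those called higher were NCU00059, *rbg-27* and *dpa-2*.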

Given this extremely limited set of direct NUC-1 targets, we dropped our threshold for NUC-1 regulation to at least a twofold change in the RNAseq comparison between *nuc-1^+^* cells and Δ*nuc-1* cells exposed to phosphate starvation. This reduced threshold increased the number of genes bound and regulated by NUC-1 to 27, with 13 directly activated by NUC-1 and 14 directly repressed by NUC-1 (Fig. 2B; Dataset S1).

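At 2-fold, all 13 genes named as activated were called lower and all 14 named as repressed were called higher in Δ*nuc-1*. The paper chose the 27 genes at this threshold on the same libraries, so this outcome was largely set in advance. The ratios ran from 2.25 to 242 in the activated genes, with a median of 4.51, and from 2.01 to 8.16 in the repressed genes, with a median of 2.98. With each library left out in turn, between 20 and 27 of the 27 genes were called. The largest loss, 7 genes, came without wild-type replicate 1. From binding *in vitro* together with the change in expression, the paper concludes that NUC-1 acts directly on these genes, as an activator of some and a repressor of others.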

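The smallest decrease among *pho-2* (NCU01376), *pho-3* (NCU08643), *gdp-1* (NCU10038) and *pho-7* (NCU07375) in Δ*nuc-1* was that of *pho-7*. With each library left out in turn, the log2 fold change stayed between -7.87 and -7.63 for *pho-2*, -7.01 and -6.32 for *pho-3* and -2.30 and -1.88 for *pho-7*. All 4 were called at 2-fold in each of these fits.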

Four genes whose promoters were bound by NUC-1 and were directly activated by NUC-1 have a clear connection to phosphate acquisition: *pho-2*, which was previously shown to have a NUC-1 promoter binding site (51); *pho-3* (13); *gdp-1*; and *pho-7* (Fig. 2B; Dataset S1). NUC-1 also directly activated and bound the promoters of *uc-8* and NCU03546, a gene encoding a predicted polyphosphate kinase. 

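NCU03546 had 40.9 ± 8.83 rescaled TPM (SD, n = 3) in wild type and 18.2 ± 1.04 in Δ*nuc-1*, 2.25-fold lower (log2 fold change -1.11, SE 0.17, limma adjusted p = 0.0041). At the 2-fold threshold *uc-8* was called with every library left out in turn, with a log2 fold change between -2.14 and -1.70.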

Homologs of NCU03546 are important in the synthesis of IP_7_, which increases during phosphate starvation and is involved in the regulation of the *S. cerevisiae* Pho4p protein (34, 52). The roles of the other seven genes whose promoters were bound by NUC-1 and were directly activated by NUC-1 during the phosphate starvation response were somewhat less clear. These genes included genes encoding a metallo-β-lactamase superfamily protein (*mbl-5* [NCU07133]); a LysM domain-containing protein (NCU07486); an F-box domain-containing protein (NCU05581); L-galactonate dehydratase (NCU07064); a NipSnap family protein (NCU08092); the 3-ketoacyl-acyl carrier protein reductase *cel-3* (NCU09473); and a hypothetical protein (NCU07485) (Fig. 2B; Dataset S1). 

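Of these 7 genes, 3 fell by more than 4-fold in Δ*nuc-1*. NCU07486 fell 40.2-fold, from 9.75 ± 3.19 to 0.242 ± 0.210 rescaled TPM (SD, n = 3; log2 fold change -3.08, SE 0.26, limma adjusted p = 0.00037), NCU07485 fell 13.5-fold (log2 fold change -3.52, SE 0.18, limma adjusted p = 1.6e-05) and *mbl-5* fell 10.8-fold (log2 fold change -2.75, SE 0.25, limma adjusted p = 0.00047). NCU07486 and NCU07485 are neighbors on chromosome I. Without wild-type replicate 1, NCU07486 fell below a mean of 10 TPM and was no longer called, and its ratio was 80.3 without Δ*nuc-1* replicate 2. The decreases of the others were 3.43-fold for NCU07064 (limma adjusted p = 0.0035), 2.48-fold for NCU08092 (limma adjusted p = 0.0012), 2.25-fold for NCU05581 (limma adjusted p = 0.0059) and 2.26-fold for *cel-3* (limma adjusted p = 0.032). NCU05581 had a ratio of 1.96 without wild-type replicate 1. *cel-3* was not called without wild-type replicate 1 or 3 or Δ*nuc-1* replicate 3, with ratios of 2.30, 1.90 and 1.84, and its limma adjusted p ran from 0.024 to 0.11 when each library was left out.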

To our surprise, although a prior study found two NUC-1 binding sites in the promoter of the phosphate transporter *pho-4* by measuring *in vitro* binding of a truncated NUC-1 protein (51), we did not identify NUC-1 bound to the *pho-4* promoter using DAPseq with full-length NUC-1. Another prior study predicted 12 genes that may be directly regulated by NUC-1 (32). We confirmed binding to the promoters of two of these genes (*pho-2* and *pho-3*) (Fig. 5). NUC-1 bound the promoters of two more of these genes in our DAPseq data (*gh18-8* [NCU07484] and *hak-1* [NCU00790]) (Dataset S2). However, these genes were not differentially expressed by at least twofold in our RNAseq data between wild-type cells and cells lacking *nuc-1* (Dataset S1).

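*gh18-8* had 7.10 ± 2.14 rescaled TPM (SD, n = 3) in wild type and 0.972 ± 0.197 in Δ*nuc-1*, 7.30-fold lower (log2 fold change -2.01, SE 0.23, limma adjusted p = 0.0014). Its mean was below 10 TPM in both strains, so it was not called. *hak-1* had 35.2 ± 4.00 and 21.7 ± 6.46 rescaled TPM, 1.62-fold lower (log2 fold change -0.70, SE 0.21, limma adjusted p = 0.042).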

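The 14 genes NCU00059, *rbg-27*, *mrp-29*, NCU02644, *rbg-39*, NCU01458, NCU06227, NCU07166, NCU09247, *dpa-2*, NCU02674, NCU07419, *lip-8* and *aap-7* were all higher in Δ*nuc-1* than in wild type. On the TPM as deposited, 4 of them (NCU02644, *mrp-29*, *rbg-39* and *lip-8*) fell short of a call at 2-fold.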

Most of the 14 genes whose promoters were bound by NUC-1 and were repressed by NUC-1 were involved in phosphate-intensive cellular processes. Nine were associated with the ribosome or ribosome biogenesis: a predicted pre-rRNA processing protein encoding gene (NCU00059); the RNA-3′-phosphate cyclase gene *rbg-27* (NCU02675), whose homologs play roles in rRNA processing (53); the 60S ribosomal protein L20 gene *mrp-29* (NCU04225); a predicted ribosomal protein eL24 gene (NCU02644); the 20S pre-rRNA D-site endonuclease NOB1 gene *rbg-39* (NCU08904); the predicted ribosome biogenesis protein encoding gene Alb1 (NCU01458); a predicted 25S rRNA adenine-N_1_ methyltransferase gene (NCU06227); a gene encoding the predicted DNA-directed RNA polymerase I subunit RPA43 (NCU07166); and a predicted RNA polymerase I specific transcription initiation factor RRN3 superfamily member gene (NCU09247) (Fig. 2B; Dataset S1). 

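*rbg-27* rose from 1.90 ± 1.24 to 15.5 ± 12.2 rescaled TPM (SD, n = 3), 8.16-fold higher in Δ*nuc-1* (log2 fold change 2.35, SE 0.48, limma adjusted p = 0.01). Its ratio was 12.8 without wild-type replicate 1 and 4.46 without Δ*nuc-1* replicate 3, where its mean fell below 10 TPM and the call was lost. The increase was 4.10-fold for NCU00059 (limma adjusted p = 0.0077), 3.72-fold for NCU01458 (limma adjusted p = 0.0085), 3.38-fold for NCU07166 (limma adjusted p = 0.005), 3.11-fold for NCU06227 (limma adjusted p = 0.0018) and 2.29-fold for *mrp-29* (limma adjusted p = 0.0043). NCU09247 rose 2.57-fold (limma adjusted p = 0.014) and lost its call without wild-type replicate 1 or Δ*nuc-1* replicate 2, with adjusted p from 0.0041 to 0.056 over the fits without one library. NCU02644 rose 2.01-fold (log2 fold change 0.98, SE 0.19, limma adjusted p = 0.0089), with ratios of 1.85 without wild-type replicate 1 and 1.74 without Δ*nuc-1* replicate 3. *rbg-39* rose 2.14-fold (log2 fold change 0.98, SE 0.3, limma adjusted p = 0.046). Among the fits without one library, it was called only without Δ*nuc-1* replicate 1. Its ratios were 2.23, 2.33 and 1.93 without wild-type replicates 1, 2 and 3, and 2.22 and 1.64 without Δ*nuc-1* replicates 2 and 3. With all libraries, the call was also lost with limma's robust estimate of spread (limma adjusted p = 0.055) and with no filter on low values (limma adjusted p = 0.07). It was lost too with the replicate number as a term, the transcript listed at the top or the threshold on limma's log2 fold change. The call was kept with upper-quartile rescaling, an added 0.1 and one fit over all 18 libraries.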

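The aldolase gene *dpa-2* (NCU00597) was at 23.6 ± 4.95 rescaled TPM (SD, n = 3) in wild type and 104 ± 60.5 in Δ*nuc-1*, 4.41-fold higher (log2 fold change 1.96, SE 0.36, limma adjusted p = 0.007). NCU02674 was 2.84-fold higher (log2 fold change 1.40, SE 0.23, limma adjusted p = 0.0047) and NCU07419 2.70-fold higher (log2 fold change 1.36, SE 0.18, limma adjusted p = 0.002).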

Three additional genes may play a role in transcription or RNA metabolism, including the deoxyribose-phosphate aldolase gene *dpa-2* (NCU00597); a gene encoding a pentatricopeptide repeat protein (NCU02674) that is homologous to a gene that may play a role in mRNA metabolism in mammals (54, 55); and NCU07419, a gene encoding an F-box domain-containing protein that is homologous to histone demethylases involved in transcriptional activation (56). 

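The methionine permease gene *aap-7* (NCU04942) was 3.55-fold higher in Δ*nuc-1* (48.1 ± 10.8 against 171 ± 110.0 rescaled TPM, SD, n = 3; log2 fold change 1.64, SE 0.39, limma adjusted p = 0.02). Its ratio was 2.27 without Δ*nuc-1* replicate 3. It lost its call without wild-type replicate 1 (ratio 3.28) or 3 (ratio 3.41), and over the fits without one library its limma adjusted p ran from 0.0036 to 0.071. *lip-8* (NCU06364) was 2.17-fold higher (log2 fold change 1.09, SE 0.13, limma adjusted p = 0.0014).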

The GDSL lipase gene *lip-8* (NCU06364) and the methionine permease gene *aap-7* (NCU04942) were also directly repressed by NUC-1 (Fig. 2B; Dataset S1). We used the NUC-1 DNA binding sites in the promoters of these 27 genes to identify the consensus binding motif GCACGTG (*E*-value = 2.2 × 10^−9^) (Fig. 2C). This NUC-1 consensus binding motif is extremely similar to the previously predicted NUC-1 binding motif, CACGTG (51).

Although we only confirmed direct regulation of 27 genes by NUC-1, we identified 380 genes with NUC-1 binding sites in their promoters (Dataset S2). It is possible that the 353 genes with NUC-1 promoter binding sites in our DAPseq data that were not differentially expressed by at least twofold in Δ*nuc-1* compared to wild-type cells may play roles in the phosphate starvation response under conditions we did not test. These genes include a gene encoding a component of the vacuolar transporter chaperone complex (*vtc-1*), several predicted phosphatase genes, and a number of genes predicted to be associated with the ribosome, ribosome biogenesis, or RNA metabolism (Dataset S2).

### The uncharacterized transcription factor NCU03077 repressed the expression of the alkaline phosphatase *pho-2* during phosphate starvation

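NCU03077, on chromosome I from 4466719 to 4469259, was at 144 ± 19.5 rescaled TPM (SD, n = 3) in wild type and 7.99 ± 1.77 in Δ*nuc-1* cells after 4 h without phosphate. This is an 18.1-fold decrease (log2 fold change -4.03, SE 0.18, limma adjusted p = 8e-06), with a log2 fold change between -4.14 and -3.85 when each library was left out in turn.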

A single transcription factor gene, NCU03077, was downregulated by at least fourfold in Δ*nuc-1* cells relative to *nuc-1^+^* cells during phosphate starvation and upregulated in wild-type cells exposed to phosphate starvation compared to 7 mM phosphate (Fig. 1A and 2B; Dataset S1). A previous study showed that deletion of NCU03077 caused an approximately 15% reduction in linear growth rate (57), but NCU03077 is otherwise uncharacterized and, like *nuc-1*, encodes a basic helix-loop-helix transcription factor. Homologs of NCU03077 exist within the Sordariomycetes and other Pezizomycete species but are not present in *S. cerevisiae* (Fig. S2A).

NUC-1 and NCU03077 show limited sequence similarity. In a pairwise alignment performed with Lalign (58, 59), the best local alignment had a 23.7% identity (49.7% similarity) in a 173 amino acid region (amino acids 504–673 in NUC-1 and amino acids 29–182 in NCU03077). A sequence alignment of NUC-1, NCU03077, and their homologs showed that two regions within the basic helix-loop-helix domains are conserved between these two proteins (Fig. S2B). However, NUC-1 has a longer basic helix-loop-helix domain (91 amino acids) than NCU03077 (51 amino acids), and the alignment contained a region of the NUC-1 basic helix-loop-helix domain that did not align to the NCU03077 basic helix-loop-helix domain. We investigated the AlphaFold predicted structure of these regions (60). The unstructured region between the two helices was much longer in NUC-1 than in NCU03077 (Fig. S2C and D). A pairwise structural alignment of the NUC-1 and NCU03077 predicted structures showed that only the regions approximately corresponding to the helices within the basic helix-loop-helix domain structurally aligned (amino acids 637–674 in NUC-1 aligned with amino acids 146–183 in NCU03077 and amino acids 716–750 in NUC-1 aligned with amino acids 185–219 in NCU03077) (Fig. S2E).

We hypothesized that NCU03077 might play a role in regulating the expression of phosphate utilization genes. To test this hypothesis, we measured the expression of the alkaline phosphatase gene *pho-2* in wild-type and ΔNCU03077 cells from 2–24 h after shifting cells from growth in 37 mM phosphate to phosphate starvation. In wild-type cells, the expression of *pho-2* increased rapidly after a shift to phosphate starvation, peaking at 8 h post-shift to phosphate starvation and then dropping to a steady-state expression level, which was maintained from 10 to 24 h post-shift to phosphate starvation (Fig. 3A). The expression of *pho-2* in cells lacking NCU03077 was similar to wild-type cells in the first 4 h after a shift to phosphate starvation but reached a higher 8 h peak and was maintained at a significantly higher level of expression than in wild-type cells (Fig. 3A). These data suggested that NCU03077 was required to repress the expression of *pho-2*. We also asked whether NCU03077 was necessary for growth during phosphate limitation by growing cells lacking NCU03077 on slants containing limiting phosphate (350 µM phosphate [61]). However, there was no detectable difference between the growth of wild-type and ΔNCU03077 cells (Fig. S3).

**Fig 3:**
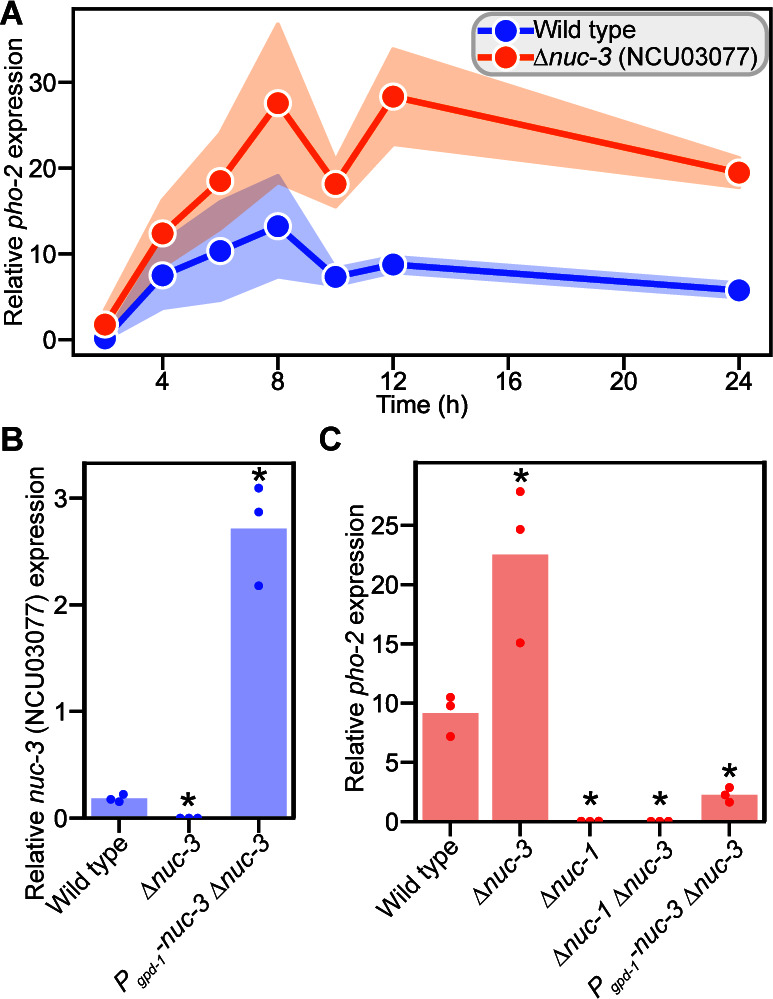
The uncharacterized transcription factor NUC-3 (NCU03077) represses the expression of the alkaline phosphatase gene *pho-2* during phosphate starvation. (**A**) Time course of *pho-2* expression relative to *act* in the indicated strains. Lines are the mean of at least three biological replicates. Standard deviation is indicated with colored bars. The expression of *pho-2* in the Δ*nuc-3* cells is statistically significantly different than in wild-type (*nuc-3^+^*) cells as determined by a two-way ANOVA (*P* = 5.3 × 10^−3^). (**B and C**) Expression of *nuc-3* (**B**) or *pho-2* (**C**) relative to *act* in the indicated strains. Bars are the mean of three biological replicates (dots). Asterisks indicate expression values that are statistically significantly different from that seen in wild-type cells as determined by a Student’s *t*-test with a Benjamini-Hochberg multiple hypothesis correction, *P_adj_ < 0.05.

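In wild-type cells the expression of NCU03077 ranged from 10.7 to 11.1 TPM at 7 mM phosphate and from 224 to 323 TPM after 4 h at 0 mM. The ratio of the rescaled means was 18.3 (log2 fold change 4.08, SE 0.1, limma adjusted p = 2.4e-07), and leaving out each library kept the log2 fold change between 3.99 and 4.19.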

The expression of NCU03077 increased in response to phosphate starvation (Fig. 1A and 2B; Dataset S1). Thus, we hypothesized that increasing NCU03077 expression would result in decreased *pho-2* expression. To test this hypothesis, we overexpressed NCU03077 under the control of the *gpd-1* (NCU01528) promoter. The resulting *P_gpd-1_-*NCU03077 ΔNCU03077 strain exhibited NCU03077 expression 15-fold higher than wild type 12 h after a shift to phosphate starvation (Fig. 3B). Overexpression of NCU03077 resulted in a fourfold reduction in *pho-2* expression compared to wild-type cells 12 h after a shift to phosphate starvation (Fig. 3C). NCU03077 overexpression did not affect the growth of *N. crassa* cells during phosphate limitation (350 µM phosphate [61]) (Fig. S3). These data indicated that NCU03077 repressed the expression of *pho-2* after cells experienced phosphate starvation for an extended period. NCU03077 was previously named *sgr-8* (slower growth rate) for the minor 15% reduction in linear growth of the deletion mutant (57). We have now renamed NCU03077, *nuc-3*, to reflect its role in regulating the phosphate starvation response.

Because *nuc-3* expression was downregulated in Δ*nuc-1* cells relative to *nuc-1^+^* cells and acted later in the phosphate starvation response than NUC-1, we hypothesized that *nuc-1* was epistatic to *nuc-3* (Fig. 2B and 3A; Dataset S1). To test this hypothesis, we deleted *nuc-3* in Δ*nuc-1* cells and measured *pho-2* expression 12 h post-shift to phosphate starvation. As expected, Δ*nuc-1* cells showed a 300-fold decrease in *pho-2* expression compared to wild-type cells, while deletion of *nuc-3* resulted in a 2.5-fold increase in *pho-2* expression 12 h post-shift to phosphate starvation compared to wild type (Fig. 3C). The expression of *pho-2* in Δ*nuc-1* Δ*nuc-3* cells was indistinguishable from *pho-2* expression in Δ*nuc-1* cells (Fig. 3C). These data supported our hypothesis that *nuc-1* was epistatic to *nuc-3*, and NUC-3 repressed *pho-2* either directly or indirectly during phosphate starvation. We also asked whether deletion of *nuc-1* and *nuc-3* in combination affected the ability of cells to grow during phosphate limitation (61) but saw no differences in growth between wild-type, Δ*nuc-1*, Δ*nuc-3*, and Δ*nuc-1* Δ*nuc-3* cells during growth on 350 µM phosphate (Fig. S3).

### NUC-3 directly repressed genes involved in phosphate acquisition and liberation of phosphate from the cell

The upregulation of *pho-2* in the Δ*nuc-3* mutant relative to wild-type (*nuc-3^+^*) cells led us to hypothesize that NUC-3 is responsible for repressing the expression of genes involved in the phosphate starvation response globally. To test this hypothesis, we used RNAseq to measure the transcriptome of *nuc-3^+^* and Δ*nuc-3* cells 12 h after a shift from growth in 37 mM phosphate to phosphate starvation. 

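This comparison, Experiment 3 here, covered 3 wild-type and 3 Δ*nuc-3* libraries, all from *mat a* strains, harvested 12 h after the shift to 0 mM phosphate. They were read as 150-bp paired-end reads on the NovaSeq platform. The deleted gene *nuc-3* (NCU03077) had at least 108 TPM in each wild-type library and 0.397 to 1.46 TPM in the Δ*nuc-3* libraries, a 149.9-fold decrease of the rescaled mean (log2 fold change -6.30, SE 0.29, limma adjusted p = 0.00057). Between 8690 and 8716 genes had a TPM above 0 in each wild-type library and between 8349 and 8574 in each Δ*nuc-3* library. The scaling factors lay between 0.940 and 1.06, and the median SD between replicates was 0.165 log2 units in wild type and 0.139 in Δ*nuc-3*. Testing followed Experiment 1 within these 6 libraries, with a ratio of at least 2 for a call and, where stated, at least 4.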

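At a ratio of at least 4, 22 of the 8005 genes tested in Experiment 3 were called between Δ*nuc-3* and wild type. The number of calls changed when single libraries were left out. The numbers called were 15, 17 and 4 without wild-type replicates 1, 2 and 3, and 20, 7 and 12 without Δ*nuc-3* replicates 1, 2 and 3. Without wild-type replicate 3, 20 of the 58 genes called at a ratio of at least 2 kept a ratio of at least 4. The ratios therefore fell much less than the number of calls.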

Only 24 genes were differentially expressed by at least fourfold in the Δ*nuc-3* mutant compared to *nuc-3^+^*. Of these 24 genes, 22 were upregulated in Δ*nuc-3* cells relative to *nuc-3^+^* (Fig. 4A; Dataset S1). 

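Of the genes called here at 4-fold, 20 were higher in Δ*nuc-3* and 2 were lower, one of which was *nuc-3* itself. In 4 of the 6 fits with a library left out, 1 gene was called lower: without wild-type replicate 3 and without Δ*nuc-3* replicates 1, 2 and 3. In the others, the number lower was 2 without wild-type replicate 1 and 3 without wild-type replicate 2.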

Given that *pho-2* expression only increased by 2.5-fold in Δ*nuc-3* cells compared to wild type during phosphate starvation in our reverse transcription quantitative PCR (RT-qPCR) data (Fig. 3A and C), we dropped our threshold for differential expression to twofold. 

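At a ratio of at least 2, 58 genes were called in Experiment 3. Among the fits without one library, this number changed the most without wild-type replicate 3, to 5. All 58 genes still kept a ratio of at least 2 there, and their median fold went from 3.28 to 3.17. The numbers were 33, 13 and 22 without Δ*nuc-3* replicates 1, 2 and 3, and 44 and 47 without wild-type replicates 1 and 2. With no condition on the adjusted p, 97 genes passed, and with one limma fit over all 18 libraries 85 were called. With the replicate number as a term in the fit, 3 were called. The genes with the largest increases were NCU03078, *pho-7* and NCU09273. NCU09273 went from 4.20 ± 1.04 to 50.0 ± 26.2 rescaled TPM (SD, n = 3), 11.9-fold higher (log2 fold change 3.15, SE 0.43, limma adjusted p = 0.031). It was called only with all libraries or without Δ*nuc-3* replicate 1. Without wild-type replicates 1, 2 and 3 its ratios were 10.6, 13.6 and 12.0, and without Δ*nuc-3* replicates 2 and 3 they were 11.1 and 9.26.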

Ninety genes were at least twofold differentially expressed between Δ*nuc-3* cells and *nuc-3^+^* cells 12 h after a shift from 37 mM phosphate to phosphate starvation (Fig. 4A; Dataset S1). 

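The 58 genes divided into 51 higher and 7 lower in Δ*nuc-3*, with *nuc-3* among the 7. Without wild-type replicate 3, 4 genes were called higher and 1 lower. The numbers higher and lower were 31 and 2 without Δ*nuc-3* replicate 1, 11 and 2 without Δ*nuc-3* replicate 2, and 20 and 2 without Δ*nuc-3* replicate 3. They were 36 and 11 without wild-type replicate 2. On the deposited TPM, 49 were higher and 4 lower. Apart from *nuc-3*, the largest decreases were those of NCU00732 (11.1-fold, limma adjusted p = 0.014), NCU09698 and NCU09267 (2.74-fold, limma adjusted p = 0.032). Both NCU00732 and NCU09267 lost their calls without wild-type replicate 3 or any Δ*nuc-3* replicate, with adjusted p from 0.00059 to 0.085 and from 0.033 to 0.15 over the fits without one library. In the fits where the calls were lost, the ratios lay between 8.67 and 11.5 for NCU00732 and between 2.55 and 2.94 for NCU09267.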

Seventy-nine of these genes were upregulated, and 11 genes were downregulated in Δ*nuc-3* cells relative to *nuc-3^+^* cells (Fig. 4A; Dataset S1).

**Fig 4:**
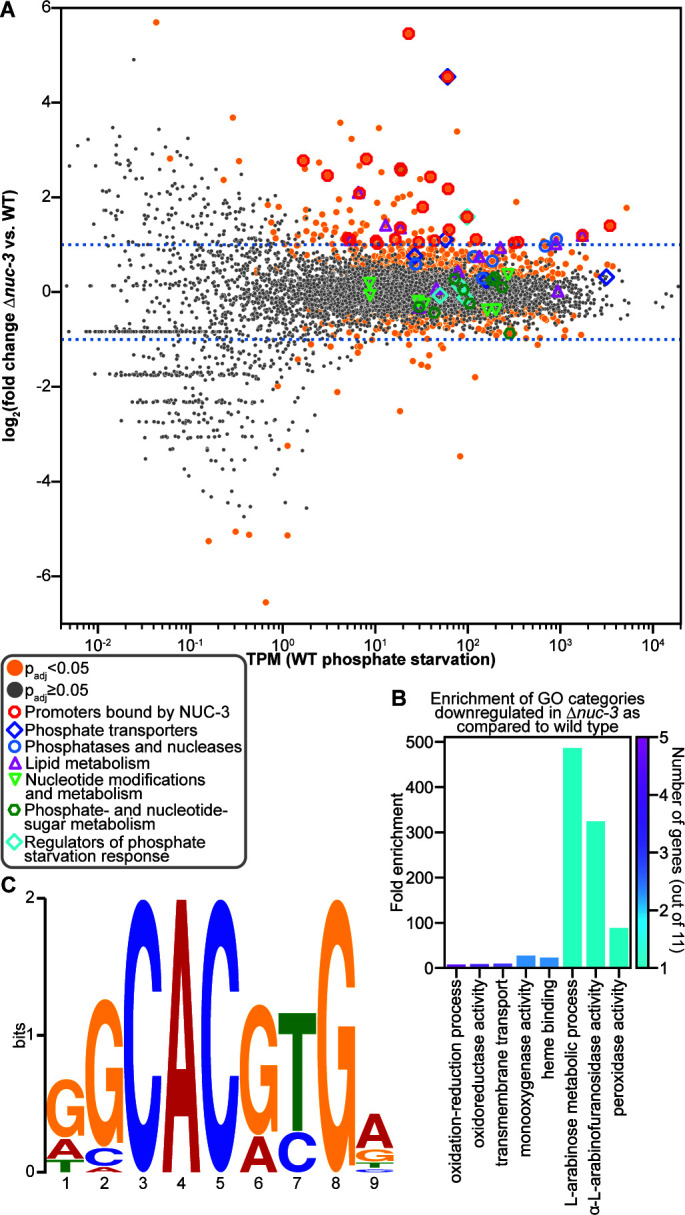
NUC-3 directly represses the expression of phosphate acquisition genes during phosphate starvation. (**A**) Differential expression analysis of Δ*nuc-3* cells compared to wild-type (WT) (*nuc-3^+^*) cells exposed to phosphate starvation. Genes with significant differential expression (*P*_adj_ < 0.05) are indicated with orange circles. Genes without a significant difference in expression (*P*_adj_ ≥ 0.05) are indicated in gray. Genes whose promoters are bound by NUC-3 and are differentially expressed by at least twofold in the Δ*nuc-3* mutant compared to wild-type (*nuc-3^+^*) cells exposed to phosphate starvation are indicated with red octagons. Genes encoding known or predicted phosphate transporters are indicated with dark blue diamonds. Genes encoding known or predicted phosphatases and nucleases are indicated with light blue circles. Genes predicted to be involved in lipid metabolism are indicated with magenta triangles. Genes predicted to play a role in nucleotide modification or metabolism are indicated with light green triangles. Genes predicted to play a role in phosphate-sugar and nucleotide-sugar metabolism are indicated with dark green hexagons. Genes encoding regulators of the phosphate starvation response are indicated with light blue diamonds. Dotted blue lines indicate a twofold change in expression. The *nuc-3* gene was left off the scatterplot to make it easier to visualize the fold change of the rest of the genes because the large change in *nuc-3* expression was due to the deletion of this gene in the Δ*nuc-3* strain, rather than due to any potential regulation of *nuc-3*. (**B**) Fold enrichment of genes significantly downregulated by at least twofold in the Δ*nuc-3* mutant compared to wild-type (*nuc-3^+^*) cells during phosphate starvation in significantly enriched (*P*_adj_ < 0.05) GO categories. The number of genes significantly downregulated by at least twofold in each category is indicated by the color of the bar. (No GO categories had a significant enrichment in the set of genes upregulated by at least twofold in the Δ*nuc-3* mutant compared to wild-type [*nuc-3^+^*] cells during phosphate starvation.) GO enrichment analysis was calculated using FungiFun 2.2.8 (43). (**C**) NUC-3 consensus DNA binding motif (*E*-value = 1.1 × 10^−5^) of NUC-3 promoter binding sites in genes differentially expressed by at least twofold in the Δ*nuc-3* mutant compared to wild-type cells during phosphate starvation built using Multiple Expectation maximizations for Motif Elicitation (MEME) version 5.5.7 (47).

The 79 genes upregulated in Δ*nuc-3* cells did not show enrichment for any GO categories. However, the 11 genes downregulated in Δ*nuc-3* cells compared to *nuc-3^+^* cells were enriched for oxidoreductase activity, transmembrane transport, monooxygenase activity, heme binding, arabinose metabolic processes, and peroxidase activity (Fig. 4B). Three transporter genes were downregulated in Δ*nuc-3* cells relative to *nuc-3^+^* cells: the rhamnose transporter gene *sut-28*, which was also downregulated in Δ*nuc-1* cells relative to *nuc-1^+^* cells; a predicted high-affinity nicotinic acid transporter gene (NCU09698); and an MFS transporter gene (NCU06341) (Dataset S1). 

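*sut-28* fell from 53.1 ± 10.1 rescaled TPM (SD, n = 3) in wild type to 23.3 ± 4.86 in Δ*nuc-3*, 2.28-fold lower (log2 fold change -1.15, SE 0.18, limma adjusted p = 0.036), and NCU09698 was 2.98-fold lower (log2 fold change -1.47, SE 0.25, limma adjusted p = 0.046). Both calls were lost without wild-type replicate 1, wild-type replicate 3 or any Δ*nuc-3* replicate, with adjusted p from 0.042 to 0.17 for *sut-28* and from 0.02 to 0.19 for NCU09698 over the fits without one library. Neither was called with TPM as deposited. NCU06341 was 2.52-fold lower, a difference that did not pass the test (log2 fold change -1.23, SE 0.42, limma adjusted p = 0.16).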

Given that NUC-1 directly repressed the expression of genes associated with the ribosome, we hypothesized that genes activated by NUC-3 would include genes encoding ribosomal proteins or genes associated with ribosome biogenesis. However, none of the genes whose expression was downregulated in Δ*nuc-3* cells by at least twofold were predicted to play a role in ribosome biogenesis or transcription.

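Of the 67 annotated 40S and 60S ribosomal protein genes, 53 were lower and 14 higher in Δ*nuc-3* than in wild type, with a median log2 fold change of -0.22. None was called at 2-fold with limma, and 1 had an adjusted p under 0.05. The median of their mean TPM was 829 in wild type and 662 in Δ*nuc-3*.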

Most genes regulated by NUC-3 in response to phosphate starvation were upregulated in Δ*nuc-3* cells relative to *nuc-3^+^* cells (Fig. 4A). 

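By the calls made here, 87.9% of the genes regulated at 2-fold were higher in Δ*nuc-3*. The share was 92.5% with TPM as deposited, and between 76.6% and 93.9% with one library left out, the lowest without wild-type replicate 2.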

Of the 79 genes upregulated in Δ*nuc-3* cells by at least twofold, 21 were activated by at least fourfold in response to phosphate starvation compared to 7 mM phosphate in wild-type cells and/or were downregulated in Δ*nuc-1* cells compared to *nuc-1^+^* cells by at least fourfold during phosphate starvation (Fig. 2A). 

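Of the 51 genes called higher in Δ*nuc-3*, 8 were also called higher during starvation or lower in Δ*nuc-1* at 4-fold, 5 by starvation and 3 by Δ*nuc-1*. The number was 12 with TPM as deposited, 21 with one limma fit over all 18 libraries and 24 with no condition on the adjusted p.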

A number of these genes have a clear role in the phosphate starvation response: *nuc-2, pho-2*, *gdp-1*, *bet-6*, NCU09767, and *grn* (Fig. 4A; Dataset S1). 

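All 6 genes were at least 2-fold higher in Δ*nuc-3*, and 1 of them, *nuc-2*, was called. *nuc-2* went from 97.2 ± 5.21 to 292 ± 51.9 rescaled TPM (SD, n = 3; log2 fold change 1.56, SE 0.14, limma adjusted p = 0.009). Without wild-type replicate 3 its ratio was 3.05 and its call was lost, with adjusted p from 0.0066 to 0.065 over the fits without one library. *grn* was 2.17-fold higher (log2 fold change 1.10, SE 0.2, limma adjusted p = 0.054), NCU09767 2.16-fold higher (log2 fold change 1.08, SE 0.21, limma adjusted p = 0.057) and *bet-6* 2.03-fold higher (log2 fold change 1.01, SE 0.28, limma adjusted p = 0.12). All 6 were called in one limma fit over the 18 libraries, and 3 of the 6 with limma's robust estimate of spread.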

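At the thresholds used here, 3 of the 51 genes called higher in Δ*nuc-3* were called lower at 4-fold in Δ*nuc-1*. NCU03078, the gene with the largest increase in Δ*nuc-3*, had a log2 fold change of -0.34 in Δ*nuc-1* (SE 0.25, limma adjusted p = 0.38).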

Several of the genes most highly upregulated in Δ*nuc-3* cells compared to *nuc-3^+^* cells were also downregulated in Δ*nuc-1* cells compared to *nuc-1^+^* cells. For example, the MFS phosphate transporter gene *pho-7* was upregulated by 23-fold in Δ*nuc-3* cells compared to *nuc-3^+^* cells and downregulated by 4.5-fold in Δ*nuc-1* cells compared to *nuc-1^+^* cells, and a gene encoding a phospholipase domain-containing protein (NCU05859) was upregulated by over fourfold in Δ*nuc-3* cells relative to *nuc-3^+^* cells and in wild-type cells exposed to phosphate starvation compared to 7 mM phosphate (Fig. 2A and 4A; Dataset S1).

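*pho-7* (NCU07375; chromosome I from 6171978 to 6174862) was at 59.7 ± 7.34 rescaled TPM (SD, n = 3) in wild type and 1392 ± 447 in Δ*nuc-3*, 23.3-fold higher (log2 fold change 4.48, SE 0.23, limma adjusted p = 0.00079). It was called with each library left out in turn, with a log2 fold change between 4.24 and 4.69. NCU05859 rose 4.30-fold, from 6.61 ± 2.51 to 28.4 ± 7.09 (log2 fold change 1.97, SE 0.27, limma adjusted p = 0.031). Its call at 4-fold was lost without wild-type replicate 1 (ratio 3.85) or 3 (ratio 3.90) and without Δ*nuc-3* replicate 2 (ratio 3.97) or 3 (ratio 4.01). Over the fits without one library its adjusted p ran from 0.02 to 0.15.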

Given the role of NUC-3 in repressing the expression of genes in the phosphate starvation response, we hypothesized that NUC-3 is a transcriptional repressor and that genes activated by NUC-3 were due to indirect regulation. To test this hypothesis, we used DAPseq to identify promoter regions bound by NUC-3. We identified 1,391 NUC-3 binding sites within 3,000 bp upstream of the translational start site of 1,793 genes using DAPseq (Dataset S2); some NUC-3 binding sites were within 3,000 bp upstream of more than one gene, due, at least in part, to potential bidirectional promoters. To identify genes whose expression was regulated by NUC-3 and have NUC-3 binding sites in their promoters, we compared the genes with promoters bound by NUC-3 in our DAPseq data to the genes differentially expressed by at least twofold in Δ*nuc-3* cells as compared to *nuc-3^+^* cells after 12 h of phosphate starvation. 

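The NUC-3 binding list of Dataset S2 holds 1793 genes. Among 6501 genes tested in Experiment 3 with a mean of at least 10 TPM in either strain, 1240 (19.1%) were bound. Of the 51 genes called higher in Δ*nuc-3*, 18 (35.3%) were bound (odds ratio 2.33, two-sided Fisher's exact test, p = 0.0063). Genes are not independent of each other here, because a binding site can count for more than 1 gene. Of the 51 genes, 13 lie in next-door pairs, so this p describes the tables only. The share was 11.8% against 7.84% of the background when only peaks within 1000 bp of the start codon were counted (Fisher's exact p = 0.29) and 21.6% against 12.3% for peaks with a fold enrichment of at least 5 (Fisher's exact p = 0.052). Over all the alternatives run, the exact p ran from 0.00011 to 0.29. Among the fits without one library, the share moved most without wild-type replicate 3, to 75.0% of 4 genes. Without wild-type replicate 1 and without Δ*nuc-3* replicate 1 it was 30.8% and 32.3%, and the test no longer passed. Of the 7 genes called lower, 1 was bound, *nuc-3* itself (Fisher's exact p = 1).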

Twenty-six genes fulfilled these criteria (Fig. 2A and 4A; Datasets S1 and S2). In addition, NUC-3 bound its own promoter (Dataset S2). We used these 24 promoter binding sites in these 27 genes to identify GGCACGTGA as the consensus binding motif for NUC-3, which includes the CACGTG motif found in a number of basic helix-loop-helix transcription factor binding motifs, including NUC-1 (62) (Fig. 2C and 4C).

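Every one of the 26 genes named as bound and regulated by NUC-3 was higher in Δ*nuc-3* than in wild type, with ratios from 2.03 to 43.9 and a median of 2.60. The paper picked these genes for a 2-fold change in the same libraries. Ratios above 2 were therefore largely set in advance, and the shared direction repeats its count rather than testing it. Of these, 18 were called at 2-fold and 10 at 4-fold, and the adjusted p from limma of the other 8 lay between 0.054 and 0.20. With one library left out, the number called was 12 without wild-type replicate 1, 3 without wild-type replicate 3, and 10, 5 and 8 without Δ*nuc-3* replicates 1, 2 and 3.

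**Figure D3:**
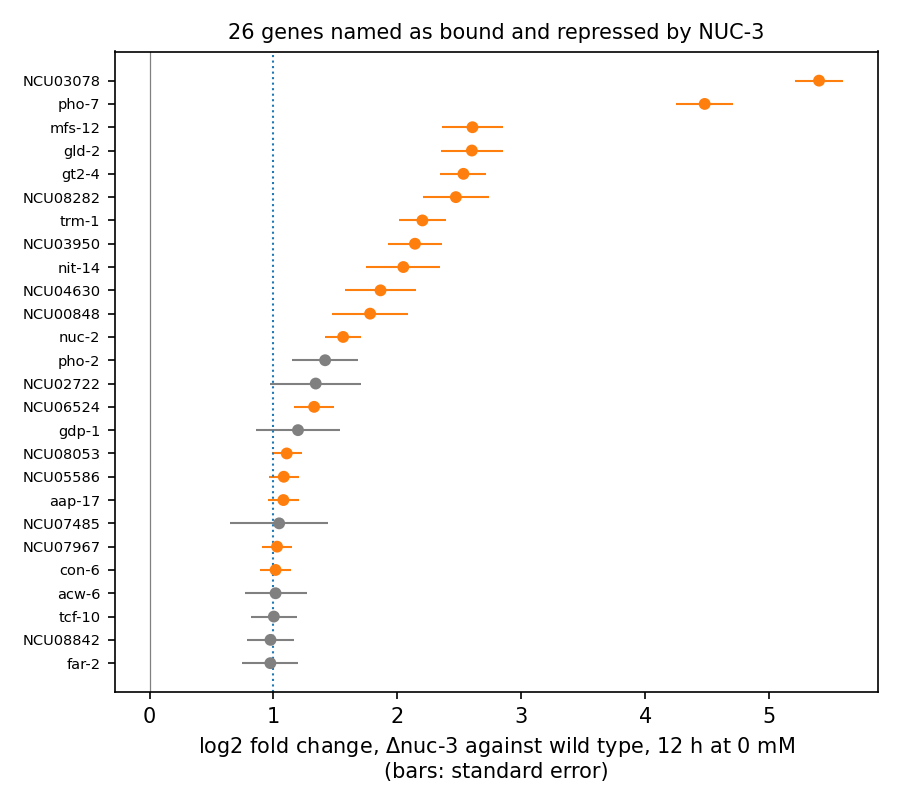
Log2 fold change of the 26 genes between Δ*nuc-3* and wild type after 12 h at 0 mM phosphate, with the standard error as bars and a dotted line at 1 (2-fold). The 18 called genes are orange and the 8 others gray, and NCU03078 and *pho-7* stand apart from the others, with *pho-7* at 4.48.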

All 26 genes that were directly regulated by NUC-3 were repressed in *nuc-3^+^* relative to Δ*nuc-3* cells during phosphate starvation, providing additional evidence for the role of NUC-3 as a transcriptional repressor and supporting our hypothesis that genes activated by NUC-3 were due to indirect regulation (Fig. 2A and 4A; Dataset S1). These genes included three genes known to play a role in the phosphate starvation response: the alkaline phosphatase gene *pho-2*, the glycerophosphoryl diester phosphodiesterase gene *gdp-1*, and the cyclin-dependent kinase inhibitor gene *nuc-2* (Fig. 4A; Dataset S1). 

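*pho-2* was at 3380.0 ± 940.0 rescaled TPM (SD, n = 3) in wild type and 8916 ± 1774 in Δ*nuc-3*, 2.64-fold higher (log2 fold change 1.42, SE 0.27, limma adjusted p = 0.056). For *gdp-1* the values were 1695 ± 545 and 3889 ± 1245, 2.29-fold higher (log2 fold change 1.20, SE 0.34, limma adjusted p = 0.13). Neither was called at an adjusted p under 0.05. With each library left out in turn, the log2 fold change stayed between 1.21 and 1.62 for *pho-2*, 0.91 and 1.48 for *gdp-1* and 1.46 and 1.71 for *nuc-2*.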

NUC-3 also directly repressed several additional genes that may play a role in phosphate acquisition or mobilization, including *pho-7* (Fig. 4A; Dataset S1). 

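*pho-7* was one of 3 genes, with NCU03078 and *gt2-4*, among the 26 that kept their calls at 2-fold without each library in turn. Its adjusted p from limma ran from 0.0012 to 0.012 over those fits. From the higher expression of bound genes in Δ*nuc-3* cells, the paper reasons that NUC-3 acts as a repressor, and it holds as a hypothesis that genes activated by NUC-3 change indirectly. It treats this as further evidence beside RT-qPCR, in which *pho-2* rose without *nuc-3* and fell when *nuc-3* was overexpressed.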

Cells can liberate phosphate from polyphosphate stores in the vacuole during phosphate starvation (22, 23). Two genes associated with the vacuole were directly repressed by NUC-3. NCU03950 encodes a protein that is homologous to vacuolar membrane polyphosphate polymerases that catalyze the synthesis of inorganic polyphosphate (63), and *aap-17* (NCU08066) encodes a protein that is homologous to vacuolar amino acid transporters (64). 

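NCU03950 was 4.53-fold higher in Δ*nuc-3* (61.2 ± 11.0 against 277 ± 70.2 rescaled TPM, SD, n = 3; log2 fold change 2.14, SE 0.22, limma adjusted p = 0.013). It was not called without wild-type replicate 3 or Δ*nuc-3* replicates 1 or 2. *aap-17* was 2.12-fold higher (log2 fold change 1.08, SE 0.12, limma adjusted p = 0.017), and the call was lost without wild-type replicates 1 or 3 or Δ*nuc-3* replicates 1, 2 or 3. Over the fits without one library the adjusted p ran from 0.0095 to 0.078 for NCU03950 and from 0.011 to 0.12 for *aap-17*, and the ratio of *aap-17* was 1.97 without wild-type replicate 1.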

Three additional genes that were directly repressed by NUC-3 may play a role in phosphate scavenging: the UDP-glucose-6-dehydrogenase gene *gld-2* (NCU08228); *gt2-4* (NCU08226), a gene that encodes a protein that is homologous to nucleotide-diphospho-sugar transferases; and NCU06524, which encodes a protein that has homology to protease inhibitors and phosphatidylethanolamine-binding proteins (Fig. 4A; Dataset S1).

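*gld-2* and *gt2-4* lie near each other on chromosome III, from 4699410 to 4702749 and from 4693312 to 4696488. *gld-2* was 6.09-fold higher in Δ*nuc-3* (18.9 ± 7.66 against 115 ± 14.8 rescaled TPM, SD, n = 3; log2 fold change 2.60, SE 0.25, limma adjusted p = 0.0094) and *gt2-4* 5.95-fold higher (log2 fold change 2.53, SE 0.19, limma adjusted p = 0.0068). NCU06524 was 2.56-fold higher (log2 fold change 1.33, SE 0.16, limma adjusted p = 0.022). The call of *gld-2* was lost without wild-type replicate 3 or Δ*nuc-3* replicates 2 or 3, and that of NCU06524 without wild-type replicate 3 or Δ*nuc-3* replicates 1, 2 or 3. Adjusted p ran from 0.00059 to 0.075 for *gld-2* and from 0.01 to 0.13 for NCU06524 over the fits without one library.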

A potential connection to the phosphate starvation response for the remaining 17 genes directly repressed by NUC-3 was less clear. Three transcription factor genes were directly repressed by NUC-3: the zinc binuclear cluster transcription factor gene *far-2* (NCU03643) is involved in regulating fatty acid utilization (65, 66); *tcf-10* (NCU05994) encodes a transcription factor homologous to Dal81/TamA, which is involved in regulating nitrogen metabolism in *Aspergillus nidulans* (67, 68); and NCU04630 encodes a putative C2H2-type domain containing protein. 

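NCU04630 was 4.25-fold higher in Δ*nuc-3* (6.68 ± 0.954 against 28.4 ± 11.3 rescaled TPM, SD, n = 3; log2 fold change 1.86, SE 0.29, limma adjusted p = 0.034). It lost its call without wild-type replicates 1, 2 or 3 or Δ*nuc-3* replicates 2 or 3, with adjusted p from 0.016 to 0.16 over the fits without one library. *tcf-10* was 2.03-fold higher (log2 fold change 1.00, SE 0.18, limma adjusted p = 0.054) and *far-2* 2.15-fold higher (log2 fold change 0.97, SE 0.23, limma adjusted p = 0.089), and neither was called.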

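The transporter gene *mfs-12* (NCU05585) was at 7.93 ± 0.538 rescaled TPM (SD, n = 3) in wild type and 55.6 ± 18.3 in Δ*nuc-3*, 7.01-fold higher (log2 fold change 2.61, SE 0.25, limma adjusted p = 0.009). For *trm-1* (NCU07966) the values were 1.66 ± 0.329 and 11.4 ± 2.56, 6.84-fold higher (log2 fold change 2.20, SE 0.19, limma adjusted p = 0.0081). Without wild-type replicate 3 both calls were lost, at ratios of 7.08 and 6.53. *trm-1* also lost its call without Δ*nuc-3* replicate 2 (ratio 6.14), where its mean was below 10 TPM. *mfs-12* lies next to NCU05586 and *trm-1* next to NCU07967, and both neighbors were also called higher.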

Aside from *pho-7* and *aap-17*, two additional transporter genes were directly repressed by NUC-3: the predicted quinate transporter gene *mfs-12* (NCU05585) and the calcium-transporting ATPase gene *trm-1* (NCU07966). 

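*con-6* (NCU08769) was 2.11-fold higher in Δ*nuc-3* (10.1 ± 1.52 against 21.4 ± 0.976 rescaled TPM, SD, n = 3; log2 fold change 1.02, SE 0.12, limma adjusted p = 0.02) and NCU00848 was 3.46-fold higher (32.7 ± 12.6 against 113 ± 34.5; log2 fold change 1.78, SE 0.3, limma adjusted p = 0.046). Each lost its call without wild-type replicate 1, wild-type replicate 3 or any Δ*nuc-3* replicate. In those fits the ratio of *con-6* was as low as 1.95, without wild-type replicate 1, and that of NCU00848 stayed between 2.90 and 3.96. Over all fits without one library the adjusted p ran from 0.026 to 0.1 for *con-6* and from 0.031 to 0.19 for NCU00848.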

NUC-3 directly repressed two genes with potential roles in regulating conidiation: *con-6* (NCU08769) (69) and NCU00848, which encodes an integral membrane protein (70). NUC-3 also repressed the anchored cell wall protein gene *acw-6* (NCU03530), the malate/L-lactate dehydrogenase gene NCU05586, the F-box domain-containing protein gene NCU08842, and the predicted molybdenum cofactor sulfurase gene *nit-14* (NCU03011). 

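*nit-14* was 5.51-fold higher in Δ*nuc-3* (3.02 ± 0.223 against 16.6 ± 6.84 rescaled TPM, SD, n = 3; log2 fold change 2.05, SE 0.3, limma adjusted p = 0.031). Its call was lost without wild-type replicates 1, 2 or 3 or Δ*nuc-3* replicates 2 or 3, with adjusted p from 0.0056 to 0.15 over the fits without one library. NCU05586 was 2.17-fold higher (log2 fold change 1.08, SE 0.12, limma adjusted p = 0.015) and was not called without wild-type replicate 3 or Δ*nuc-3* replicates 1 or 2 (adjusted p from 0.028 to 0.089) or in one fit over all 18 libraries. *acw-6* was 2.08-fold higher (log2 fold change 1.02, SE 0.25, limma adjusted p = 0.1) and NCU08842 2.20-fold higher (log2 fold change 0.98, SE 0.19, limma adjusted p = 0.062), and neither was called.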

The remaining six genes directly repressed by NUC-3 encoded hypothetical proteins: NCU02722, NCU03078, NCU07485, NCU07967, NCU08053, and NCU08282 (Fig. 4A; Dataset S1).

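NCU03078 was at 22.9 ± 4.84 rescaled TPM in wild type and 1006 ± 168 in Δ*nuc-3*, 43.9-fold higher (SD, n = 3; limma adjusted p = 0.0002). It lies on chromosome I from 4469902 to 4471900, next to the deleted gene *nuc-3*, and it was called without each library in turn. NCU08282 was 5.39-fold higher (log2 fold change 2.47, SE 0.27, limma adjusted p = 0.014), NCU08053 2.16-fold higher (log2 fold change 1.11, SE 0.12, limma adjusted p = 0.014) and NCU07967 2.08-fold higher (log2 fold change 1.03, SE 0.12, limma adjusted p = 0.02). NCU08282 lost its call without wild-type replicate 3 or Δ*nuc-3* replicates 1, 2 or 3, NCU08053 without wild-type replicate 3 or Δ*nuc-3* replicates 2 or 3, and NCU07967 without wild-type replicates 1 or 3 or Δ*nuc-3* replicates 1, 2 or 3. Over the fits without one library the adjusted p ran from 0.003 to 0.085 for NCU08282, from 0.022 to 0.11 for NCU08053 and from 0.028 to 0.12 for NCU07967. NCU02722 (2.49-fold, limma adjusted p = 0.12) and NCU07485 (2.05-fold, limma adjusted p = 0.2) were higher and not called.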

## DISCUSSION

Phosphate is a key component of nucleic acids, phospholipids, and other cellular metabolites, making it critical for cellular function (1). In the soil, carbon is abundant, but phosphate and other nutrients are limiting (71, 72). Thus, fungal cells have evolved mechanisms to increase phosphate acquisition and liberate phosphate from cellular molecules when extracellular phosphate levels drop (1). The response to phosphate limitation is broadly conserved among ascomycete fungi (9) and is activated by the basic helix-loop-helix transcription factor NUC-1 (27). Previously, microarrays were used to investigate transcriptional changes in wild-type *N. crassa* cells exposed to phosphate limitation (32). We used RNAseq and DAPseq to examine the global phosphate starvation response in *N. crassa* and the role of NUC-1. Approximately two-thirds of the genes identified as at least fourfold differentially expressed in response to phosphate limitation via microarray were also differentially expressed in our RNAseq data set (Dataset S1) (32).

NUC-1 was identified through classical genetics for its role in activating the phosphate starvation response (27). 

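Of the 27 genes bound and regulated by NUC-1, 13 fell and 14 rose in Δ*nuc-1* at 2-fold in the libraries of Experiment 2. The paper chose the 27 genes on these same libraries. Without rescaling, all 13 decreases and 10 of the 14 increases were called.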

Our RNAseq and DAPseq data showed that of the 27 NUC-1 direct targets, approximately half are activated and half are repressed by NUC-1 (Fig. 5). These data suggest that NUC-1 acts as a bifunctional transcription factor to directly regulate both the activation of genes involved in phosphate acquisition or liberation and the repression of genes involved in phosphate-hungry cellular processes, such as ribosome biogenesis and transcription. Although examples of bifunctional transcription factors in fungi are limited, *N. crassa* CRE-1 acts as an activator during carbon starvation and a repressor when preferred carbon sources are present (44, 73). In *Aspergillus fumigatus*, conidial melanin production is regulated by bifunctional transcription factors (74).

**Fig 5:**
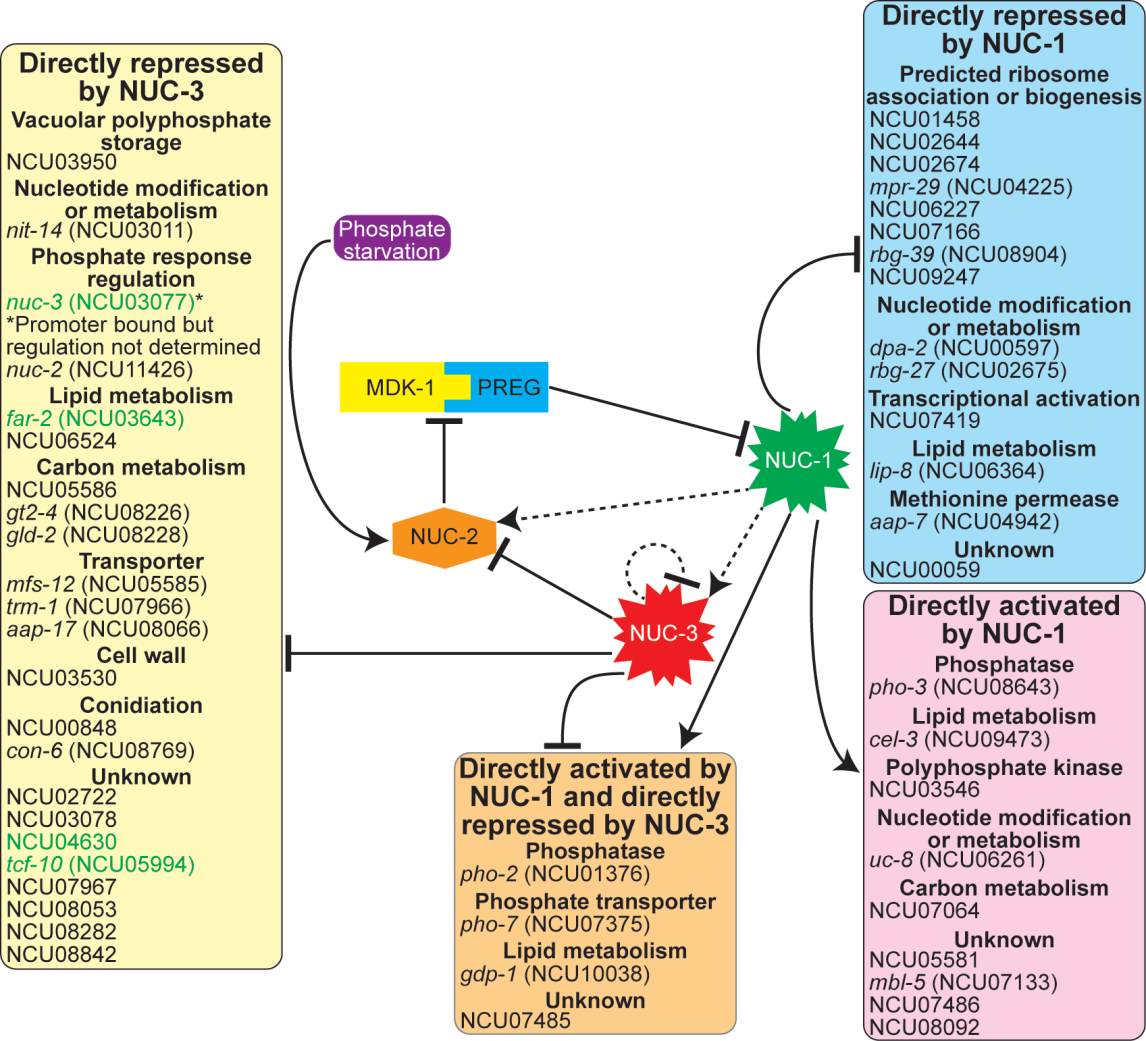
Model for the role of NUC-3 as a brake in the phosphate starvation response regulatory network. When phosphate is abundant, a complex comprising the cyclin-dependent kinase MDK-1 and the cyclin PREG represses the activity of the transcription factor NUC-1 by restricting NUC-1 localization to the cytoplasm. When phosphate is limiting, NUC-2 represses the activity of the MDK-1/PREG complex, and NUC-1 translocates to the nucleus, where it directly activates the expression of 13 genes and directly represses the expression of 14 genes. NUC-1 indirectly activates the expression of *nuc-2*, which may limit the cytoplasmic localization of NUC-1 during phosphate limitation. NUC-1 also indirectly activates the expression of the transcription factor *nuc-3*. When NUC-3 is expressed, it directly represses the expression of 26 genes. NUC-3 also binds its own promoter, but the self-regulation of *nuc-3* has yet to be definitively determined. These repressed genes include a number involved in the phosphate starvation response, including *pho-2*, *pho-7*, *gdp-1*, NCU03950, and *nuc-2*. Repression of *nuc-2* will, in turn, release the inhibition of the MDK-1/PREG complex, causing increased inhibition of NUC-1 activity and act as a brake during the phosphate starvation response. While gene regulation by NUC-1 occurs relatively quickly after phosphate starvation begins, phosphate-responsive gene regulation by NUC-3 does not occur until cells have experienced phosphate starvation for at least 10 h. This may limit the phosphate-intensive activities of transcription and translation when phosphate starvation persists for extensive periods of time. NUC-3 may also act to indirectly repress a number of other processes through the direct repression of three additional genes with DNA binding domains (indicated with green text). Solid lines indicate direct regulation (either direct protein interactions or direct binding to promoter regions). Dotted lines indicate regulation for which no direct interaction is known.

The number of genes differentially expressed in response to phosphate starvation is much larger than the number of genes directly regulated by NUC-1 (Fig. 2A; Dataset S1). It is possible that NUC-1 binds the promoters of additional genes *in vivo,* where chromatin state and the presence of other transcriptional activators and repressors could affect NUC-1 promoter binding. It is also possible that additional transcriptional regulators of the phosphate starvation response exist that have yet to be identified. 

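Of 484 genes called for starvation among the genes expressed in both comparisons, 151 were also called at 4-fold in Δ*nuc-1*. Without Δ*nuc-1* replicate 3 the number was 70 of 480. The experiments were sequenced at different sites and read lengths, and each was fitted with its own replicate spread. Genes called higher in starvation had a median of 87.9 to 99.6 TPM in starved wild type of Experiment 1 and 11.8 to 22.6 in that of Experiment 2. For genes called lower the medians were 13.6 to 16.4 and 23.1 to 37.5 TPM. A 4-fold difference from Δ*nuc-1* was therefore harder to reach, and 151 of 484 is not the share of the response that depends on *nuc-1*.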

While *nuc-3* was the only transcription factor whose expression changed by at least fourfold in the Δ*nuc-1* mutant compared to wild-type cells, our DAPseq data identified NUC-1 binding sites in the promoters of two additional transcription factor genes that were not regulated by NUC-1 in our RNAseq data: *tcf-3* (NCU00223), homologous to *meaB*, a regulator of nitrogen catabolite repression in *A. nidulans* (75), and *tcf-24* (NCU03273) (Dataset S2). 

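In the RNAseq data of Experiment 2, *tcf-3* had 26.9 ± 0.969 rescaled TPM (SD, n = 3) in wild type and 35.3 ± 7.04 in Δ*nuc-1*, a ratio of 1.31 (log2 fold change 0.36, SE 0.16, limma adjusted p = 0.15). *tcf-24* had 23.8 ± 2.55 and 31.4 ± 4.31, a ratio of 1.32 (log2 fold change 0.38, SE 0.15, limma adjusted p = 0.1).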

We did not detect NUC-1 binding in the *nuc-3* promoter, suggesting either that another transcription factor directly activates *nuc-3* expression in response to phosphate starvation or that NUC-1 binds the *nuc-3* promoter *in vivo,* either in a complex with other transcription factors or due to the native chromatin state. There is a NUC-3 binding site in the *nuc-3* promoter, so it is possible that NUC-1 and NUC-3 heterodimerize to activate *nuc-3* expression (Dataset S2).

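The increases at 0 mM against 7 mM phosphate were 8.64-fold for NCU01074 (limma adjusted p = 4.3e-06), 18.8-fold for NCU06965 (limma adjusted p = 1.1e-05), 4.66-fold for *sah-1* (limma adjusted p = 1.9e-07), 14.0-fold for *tah-1* (limma adjusted p = 6.4e-06) and 124-fold for *znf-10* (limma adjusted p = 1.8e-06). *znf-10* (NCU05767) rose from 0.174 ± 0.0787 to 21.5 ± 6.24 rescaled TPM (SD, n = 3), and *sah-1* (NCU04179), the most abundant of these genes, reached 207 ± 6.44. NCU05909 rose 4.24-fold (log2 fold change 1.73, SE 0.24, limma adjusted p = 0.00052), with a ratio of 3.58 and no call without starved replicate 2. *xlr-1* (NCU06971) rose 4.21-fold (log2 fold change 1.74, SE 0.088, limma adjusted p = 3.1e-06), and with the threshold on limma's log2 fold change neither NCU05909 nor *xlr-1* was called.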

Aside from *nuc-3*, there were seven additional transcription factor genes that were activated in response to phosphate starvation in wild-type cells: NCU01074, NCU06965, NCU05909, *sah-1* (NCU04179), *tah-1* (NCU00282), *xlr-1* (NCU06971), and *znf-10* (NCU05767) (Dataset S1). The roles of most of these transcription factors are uncharacterized, but *xlr-1* is critical for activating genes necessary to utilize hemicellulose (76, 77). These data suggest that the phosphate starvation response may be linked to responses to other nutrient classes, as has been seen in the case of responses to carbon, nitrogen, and sulfur (44, 49, 50, 77–79). It will be the work of future studies to identify any potential roles for these transcription factors in the phosphate starvation response.

While transcriptional activation of genes involved in phosphate acquisition and liberation is necessary to improve the chances of cellular survival during phosphate starvation, transcription followed by translation requires phosphate. NUC-1 directly represses genes associated with the ribosome, ribosome biogenesis, and transcriptional activation (Fig. 5). Additionally, the presence of NUC-3 in the phosphate starvation regulatory circuit may explain how cells limit the phosphate utilized by transcription when cells must survive extended phosphate starvation. NUC-3 is conserved among filamentous ascomycete fungi, suggesting this model for regulating the phosphate starvation response could exist in many fungi (Fig. S2).

Only four genes were directly regulated by both NUC-3 and NUC-1 (Fig. 5). 

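The genes named in both lists are *pho-2*, *gdp-1*, *pho-7* and NCU07485. All 4 were called lower in Δ*nuc-1*, and 1 of the 4, *pho-7*, was called higher in Δ*nuc-3* at an adjusted p under 0.05 from limma. The other 3 were at least 2-fold higher in Δ*nuc-3* by the ratio of means, and in one limma fit over all 18 libraries all 4 were called.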

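The direction of change in *pho-2*, *gdp-1*, *pho-7* and NCU07485 was opposite in the 2 mutants, lower in Δ*nuc-1* after 4 h and higher in Δ*nuc-3* after 12 h without phosphate, and it held with each library left out in turn. Since the paper chose these genes by their change in the same libraries, the directions are not independent of its result.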

All four of these genes were directly activated by NUC-1 and directly repressed by NUC-3. These genes are involved in phosphate acquisition from the environment (the phosphatase gene *pho-2* and the phosphate transporter gene *pho-7*) and liberation of phosphate from phospholipids (the glycerophosphoryl diester phosphodiesterase gene *gdp-1*). Additionally, a gene encoding a hypothetical protein (NCU07485) was directly regulated by both NUC-1 and NUC-3. 

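NCU07485 lies on chromosome I from 455182 to 456143. In Δ*nuc-1* its rescaled TPM was 5.21 ± 0.987 against 70.3 ± 11.4 in wild type after 4 h at 0 mM (SD, n = 3). Its deposited TPM ranged from 169.6 to 467 in wild type and from 356 to 891 in Δ*nuc-3* after 12 h. In the latter comparison the log2 fold change with each library left out in turn lay between 0.71 and 1.38.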

The promoters of 22 additional genes were bound by both NUC-1 and NUC-3 but were only at least twofold differentially expressed between either Δ*nuc-1* cells or Δ*nuc-3* cells and wild-type cells but not in both comparisons (Dataset S1). These genes included *pho-3*, a gene with a predicted role in vacuolar polyphosphate storage (NCU03950), an uncharacterized transcription factor gene (NCU04630), two genes with predicted roles in nucleotide modification or metabolism (*dpa-2* and *rbg-27*), and a number of genes predicted to be associated with the ribosome or involved in ribosome biogenesis (NCU01458, NCU02644, NCU02674, *mpr-29*, NCU07166, *rbg-39*, and NCU09247). Additionally, the promoters of 301 genes were bound by both NUC-1 and NUC-3 but were not differentially expressed by at least twofold in either Δ*nuc-1* or Δ*nuc-3* cells compared to wild-type cells (Dataset S1). Basic helix-loop-helix transcription factors bind DNA as homodimers or heterodimers (62). Given that the cores of the NUC-1 and NUC-3 consensus DNA binding motifs have the same sequence, it is possible that these two proteins act together as a heterodimer to regulate gene expression and that additional genes may be coregulated by NUC-1 and NUC-3 *in vivo*. Indeed, the NUC-1 and NUC-3 DAPseq peaks overlapped in the promoters of *pho-2*, *pho-7*, *gdp-1*, and NCU07485 (Dataset S2). It will be the role of future studies to show any potential biochemical interactions between these two transcription factors.

We demonstrated that the transcription factor *nuc-3* is activated in response to phosphate starvation in a NUC-1-dependent fashion (Fig. 1A, 2A, B, and 5; Dataset S1). When NUC-3 is expressed, it represses the expression of genes associated with phosphate acquisition, transport, and storage and liberation of phosphate from cellular stores (Fig. 5). NUC-3 also represses the expression of the cyclin-dependent kinase inhibitor gene *nuc-2* (Fig. 5). Reduced levels of NUC-2 could result in released inhibition of the MDK-1/PREG complex (28, 33). This complex would then be free to inhibit the activity of NUC-1 and further reduce the expression of NUC-1 target genes (Fig. 5). Thus, NUC-3 acts as a brake on both the expression of specific genes in the phosphate starvation response and on the activity of NUC-1, the main activating transcription factor of the phosphate starvation response, when phosphate starvation persists even after the phosphate starvation response is fully deployed (Fig. 5). This regulatory circuit presents a model for how the phosphate transcriptional network balances the cellular requirement to increase phosphate availability while limiting transcription and translation to save phosphate for other essential cellular processes.

## MATERIALS AND METHODS

### *N. crassa* strains and culturing

Strains used in this study are listed in Table S1. All strains were derived from the wild-type reference strains FGSC 2489 (*mat A*) and FGSC 4200 (*mat a*) using standard genetic techniques and confirmed by PCR and DNA sequencing (80–82). Strains obtained from the Fungal Genetics Stock Center (81) were verified using PCR with primers that bound to the genomic DNA either upstream of the 5′ homologous flank or downstream of the 3′ homologous flank of the deleted gene and primers inside the hygromycin resistance cassette. *N. crassa* cells were grown from freezer stocks on Vogel’s minimal medium + 2% sucrose + 1.5% agar (Thermo Fisher Scientific) slants (40) for 2 days at 30°C in the dark and 4–8 days at 25°C in constant light for all experiments, except the growth of *N. crassa* on slants with phosphate limitation. *N. crassa* conidia were harvested from slants with sterile double-distilled H_2_O for inoculation. All chemicals were purchased from Sigma-Aldrich unless otherwise noted.

To test for growth during phosphate limitation, the indicated strains were grown from freezer stocks on Vogel’s minimal medium + 2% sucrose + 1.5% agar (BD Difco Bacto Agar) slants (40) for 2 days at 28°C in the dark and 4 days at 28°C in constant light. *N. crassa* conidia were harvested from slants with sterile double-distilled H_2_O for inoculation, and 10^6^ conidia of the indicated strain were inoculated onto Fries minimal medium + 2% sucrose + 1.5% agar (BD Difco Bacto Agar) slants containing either 7 mM KH_2_PO_4_ or 350 µM KH_2_PO_4_, a concentration previously used for *N. crassa* phosphate limitation (61). Slants were then incubated for 2 days at 28°C in the dark and 6 days at 28°C in constant light prior to imaging.

### RNA sequencing and transcript abundance

The indicated strains were inoculated into 3 mL Vogel’s minimal medium (40) in round-bottom, deep-well 24-well plates at 10^6^ conidia/mL and grown for 24 h at 25°C in constant light with 200 rpm shaking. The media were then vacuumed out of the wells, and mycelial mats were washed three times with either 3 mL Fries minimal medium (41, 42) containing 7 mM phosphate or lacking phosphate and then shifted to 3 mL Fries minimal medium containing 7 mM phosphate or lacking phosphate, respectively. Cells were then incubated for the indicated amount of time at 25°C in constant light with 200 rpm shaking.

Mycelia were harvested by filtering on Whatman paper no. 1 and flash frozen in liquid nitrogen for RNAseq and RT-qPCR. RNA extraction and RNAseq library preparation were performed as described in Wu *et al.* (44). Sequencing conditions are listed in Table S2. For details, see Supplemental materials and methods.

The transcript abundance for RNAseq (transcripts per million, TPM) was quantified using Salmon version 1.4.0 (83) mapping to the *N. crassa* OR74A genome (version 12) (84). Differential expression was determined using DESeq2 version 1.44.0 (85). For details, see Supplemental materials and methods. RT-qPCR was performed to determine relative transcript abundance with *act* (NCU04173) as the housekeeping control gene using the EXPRESS One-Step SYBR GreenER kit (Life Technologies). RT-qPCR primer sequences are in Table S3.

### Statistical significance tests

All experiments had at least three biological replicates, which refers to independently inoculated cultures. Statistical significance was determined using DESeq2 version 1.44.0 for RNAseq experiments (85). Statistical significance for the RT-qPCR experiments was determined using a two-way ANOVA test for the time course (Fig. 3A) and a two-tailed homoscedastic (equal variance) Student’s *t*-test with a Benjamini-Hochberg multiple hypothesis correction for all other experiments. In bar graphs, bars indicate the mean of biological replicates, and dots indicate the individual biological replicates.

### DAPseq

DAPseq was performed as described in Wu *et al.* 44. For details, see Supplemental materials and methods.

### DNA binding consensus motif generation

Motif discovery was performed using Multiple Expectation maximizations for Motif Elicitation (MEME) version 5.5.5 (NUC-1) or version 5.5.7 (NUC-3) (47). For details, see Supplemental materials and methods.

### Functional enrichment analysis

Functional enrichment analysis was done using the FungiFun2 online resource tool (43). For details, see Supplemental materials and methods.

### NUC-3 phylogenetic tree generation

The Basic Local Alignment Search Tool for proteins (BLASTP) was used to identify NUC-3 homologs. Identified homologs were aligned with MAFFT version 7.487 (86). The phylogenetic tree was constructed using FastTree version 2.1.8 (87). The pairwise sequence alignment of NUC-1 and NUC-3 was performed with Lalign (58, 59). The pairwise structural alignment of NUC-1 and NUC-3 was performed using the RCSB Protein Data Bank (88). For details, see Supplemental materials and methods.

## Data Availability

RNAseq data used in this study were deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) and are accessible through GEO series accession number GSE293601. Processed RNAseq data are available in Dataset S1. DAPseq data used in this study were deposited in the NCBI Sequence Read Archive (SRA) and are accessible through SRA series accession number PRJNA436200. Processed DAPseq data are available in Dataset S2. The numerical values used to generate all RT-qPCR graphs are shown in Dataset S3. Strains constructed in this study are available from the Fungal Genetics Stock Center (https://www.fgsc.net/) (79).

# Supplementary material for: A novel regulator of the fungal phosphate starvation response revealed by transcriptional profiling and DNA affinity purification sequencing
**Source:** mBio. 2025 Aug 25;16(10):e02023-25. doi: 10.1128/mbio.02023-25
**Supplement:** Supplemental material — s and methods, figures, and tables.

## **A novel regulator of the fungal phosphate starvation response revealed by transcriptional profiling and DNA affinity purification sequencing**

Lori B. Huberman, Vincent W. Wu, David J. Kowbel, Juna Lee, Chris Daum, Vasanth R. Singan, Igor V. Grigoriev, Ronan C. O'Malley, and N. Louise Glass

### **Supplemental Datasets Legends**

**Dataset S1.** TPM counts and differential expression analysis of wild type, *Δnuc-1*, and *Δnuc-3* cells exposed to the indicated concentration of phosphate.

**Dataset S2.** DAPseq data for NUC-1 and NUC-3.

**Dataset S3.** RT-qPCR data from wild type and mutant cells exposed to phosphate starvation.

### **Supplemental Materials and Methods, Tables, and Figures**

#### *RNA sequencing and transcript abundance*

The indicated strains were inoculated into 3 mL Vogel's minimal medium (1) in 24-well plates at  $10^6$  conidia/mL and grown for 24 h at 25°C in constant light with constant shaking at 200 rpm. The media was then vacuumed out of the wells and mycelial mats were washed three times with either 3 mL Fries minimal medium (2, 3) containing 7 mM phosphate or Fries minimal medium lacking phosphate and then shifted to 3 mL of either Fries minimal medium containing 7 mM phosphate or Fries minimal medium lacking phosphate, respectively. Cells were then incubated for the indicated amount of time at 25°C in constant light with constant shaking at 200 rpm.

Mycelia were harvested by filtering on Whatman paper no. 1 and flash freezing in liquid nitrogen. RNA extraction and library preparation were performed as described in Wu *et al* (2020) (4). Briefly, total RNA was harvested from mycelia flash frozen in liquid nitrogen the indicated amount of time post-transfer to the indicated media using a TRIzol (Life Technologies) extraction and cleaned up with the RNeasy kit (Qiagen). Libraries were prepared from total RNA using poly(A) enrichment and standard Illumina protocols. Libraries were prepared and sequenced at the Joint Genome Institute on the Illumina HiSeq platform with 100 bp single end reads or at the University of California Berkeley Vincent J. Coates Genomics Sequencing Lab on the Illumina HiSeq platform with 50bp single end reads or NovaSeq platform with 150 bp paired end reads as listed in Table S2.

The transcript abundance (transcripts per million, TPM) was quantified using Salmon v. 1.4.0 mapping to the *N. crassa* OR74A genome (v12) (5) with the --validateMappings setting (6). Differential expression was determined using DESeq2 v. 1.44.0 (7). Differential expression was only called between samples sequenced at the same center and sequencing platform. Genes were denoted as differentially expressed between wild type exposed to Fries minimal medium with 7 mM phosphate as compared to Fries minimal medium lacking phosphate and wild type (*nuc-1*<sup>+</sup>) cells as

compared to  $\Delta nuc-1$  cells exposed to Fries minimal medium lacking phosphate if there was at least a 4-fold change in expression and the TPM of the gene was at least 10 in either of the 2 conditions. Genes were denoted as differentially expressed between wild type (*nuc-3*<sup>+</sup>) cells as compared to  $\Delta nuc-3$  cells exposed to Fries minimal medium lacking phosphate if there was at least a 2-fold change in expression and the TPM of the gene was at least 10 in either of the 2 conditions.

RNAseq data used in this study were deposited in the Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI) and are accessible through GEO series accession number GSE293601. Processed RNAseq data are available in Dataset S1.

#### *DAPseq*

DAPseq was performed as described in (4). Briefly, cDNA was generated from RNA harvested from the wild type FGSC 2489 using the EcoDry premix (Clontech). Predicted open reading frames for *nuc-1* (NCU09315) and *nuc-3* (NCU03077) were amplified and inserted into an expression vector upstream of a HALO tag. NUC-1 and NUC-3 proteins were then produced using the Promega TnT T7 Rabbit Reticulocyte Quick Coupled Transcription/Translation System by incubating 1  $\mu$ g of plasmid DNA with 60  $\mu$ L of TnT Master Mix and 1.5  $\mu$ L of 1 mM methionine overnight at room temperature.

The NUC-1 and NUC-3 transcription and translation reactions were incubated with 1  $\mu$ g salmon sperm for blocking, 20  $\mu$ L Promega Magne HaloTag Beads, and 20 ng of genomic DNA libraries prepared with the KAPA library kit for Illumina sequencing from genomic DNA harvested from the wild type FGSC 2489 strain grown on liquid Vogel's minimal medium for 24 h at 25°C, sheared to a 300 bp peak using a Covaris LE220 sonicator, and size selected using AMPure XP beads on a rotator for 1 h at room temperature. The bead-bound protein and protein-bound DNA were then washed three times with 2.5% Tween20 in phosphate buffered saline, resuspended in 30  $\mu$ L ddH<sub>2</sub>O, and heated to 98°C for 10 m to denature proteins and release bound DNA into solution. The supernatant containing any released DNA was transferred to a new tube for PCR amplification using KAPA HiFi polymerase for 12-16 cycles to generate DAPseq DNA libraries. A DAPseq DNA library was generated in the same conditions with no plasmid added to the TnT Master Mix as a negative control. Single DAPseq libraries were generated for NUC-1 and NUC-3 and sequenced with 150 bp paired end reads on an Illumina MiSeq.

Filtered reads were aligned to the *N. crassa* OR74A genome (v12) using Bowtie v2.3.2 (8). Peak calling was performed using MACS v2.1.1 with p-value cutoff at 0.001 and utilizing negative control library alignments (9). Peaks within 3,000 bp upstream of a translation start site were called as associated with that gene. DAPseq data was deposited in the NCBI Sequence Read Archive (accession number PRJNA436200; ID SRP133627).

#### *DNA binding consensus motif generation*

Motif discovery was performed using Multiple Expectation maximizations for Motif Elicitation (MEME) v5.5.5 (NUC-1) or v5.5.7 (NUC-3) (10). The input for MEME motif discovery was DAPseq binding peak sequences with a maximum motif width of 50 bp, a

minimum motif width of 5 bp, any number of motif sites in the sequences, the classic objective function, and a 0<sup>th</sup> order Markov model for sequences. Binding peak sequences were included in motif generation for NUC-1 or NUC-3 if they were within 3,000 bp upstream of a translational start site that was at least 2-fold differentially expressed between wild type and either the  $\Delta nuc-1$  or  $\Delta nuc-3$  mutant, respectively, during exposure to Fries minimal medium lacking phosphate and had a TPM of at least 10 in either wild type or the  $\Delta nuc-1$  or  $\Delta nuc-3$  mutant, respectively.

#### *Functional enrichment analysis and gene annotation*

Functional enrichment analysis was done using the FungiFun2 online resource tool with KEGG as the classification ontology (11, 12). The gene to category associations were tested for overrepresentation using hypergeometric distribution with Benjamini-Hochberg correction for false discovery rate.

Gene annotations were pulled from FungiDB (<https://fungidb.org>) (13) or inferred from homology to characterized genes in related fungi.

#### *NUC-3 phylogenetic tree generation and protein alignment*

The Basic Local Alignment Search Tool for proteins (BLASTP) was used to identify NUC-3 homologs using the NCBI reference proteins database of the indicated species and the following settings: blastp algorithm, 100 max target sequences, short queries, 0.05 expect threshold, a word size of 4, 0 max matches in query range, the BLOSUM62 matrix, gap costs of existence 11 and extension 1, the conditional compositional score matrix adjustment, and filtering low complexity regions.

Identified homologs were aligned with MAFFT v7.487 using the FFT-NS-2 strategy (14). The phylogenetic tree was constructed using FastTree v2.1.8 using the maximum likelihood method based on the Jones-Taylor-Thornton matrix-based model with *Candida albicans* Try6 as the outgroup (15). The reliability of each split in the tree was computed using the Shimodaira-Hasegawa test on three alternate topologies around that split.

The alignment of the basic helix-loop-helix domains of NUC-1 and NUC-3 homologs was performed with MAFFT v7.490 using the FFT-NS-2 strategy (14). The basic helix-loop-helix domain annotation (amino acids 635-745 for NUC-1 and amino acids 154-204 for NUC-3) was taken from UniProt (16). The pairwise sequence alignment of NUC-1 and NUC-3 was performed using Lalign (17, 18) (<https://www.ebi.ac.uk/jdispatcher/psa/lalign>) using the standard settings. AlphaFold structural predictions of NUC-1 and NUC-3 were retrieved from the AlphaFold DB version 2022-11-01, created with the AlphaFold Monomer v2.0 pipeline (19, 20). The pairwise structural alignment of NUC-1 and NUC-3 was performed using the AlphaFold predicted structures of NUC-1 and NUC-3 (19) in the RCSB protein data bank using the TM-align method (21).

## SI FIGURES

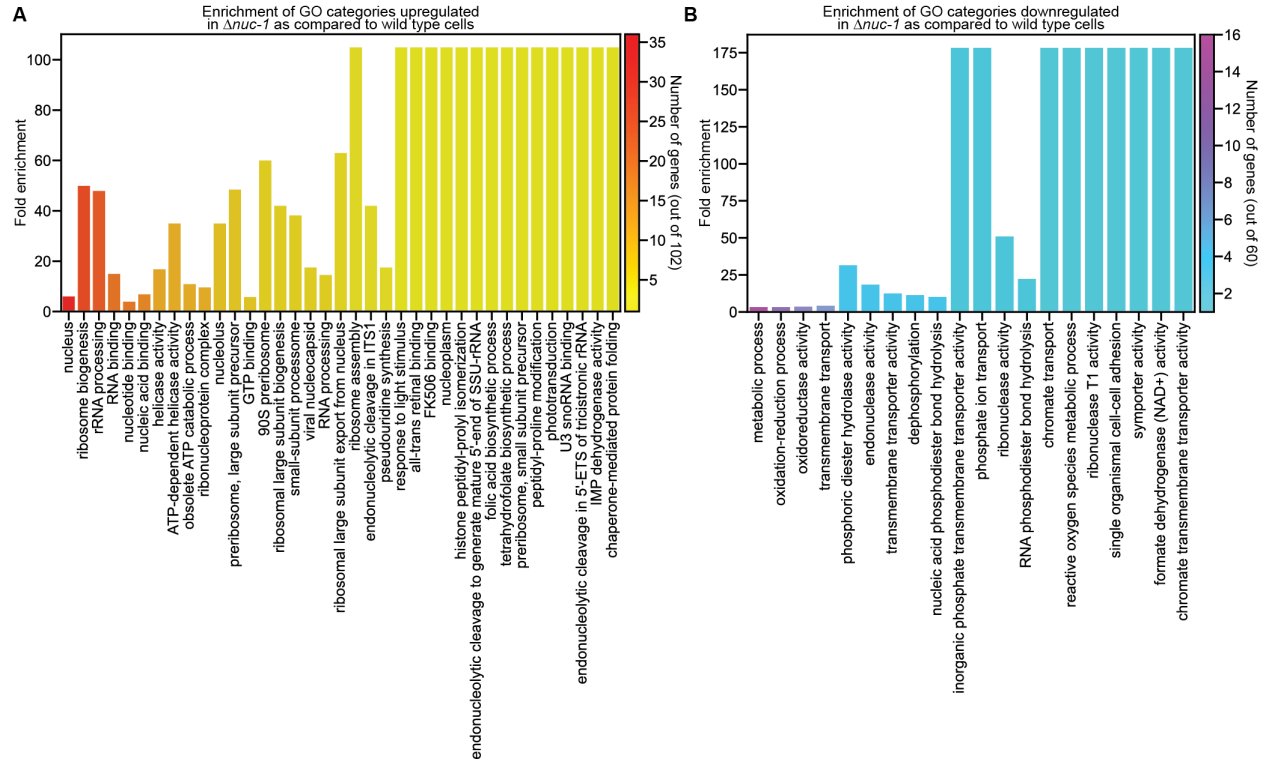

**Fig S1. The transcription factor NUC-1 activates genes involved in phosphate acquisition and liberation and represses genes associated with the ribosome and transcription. (A)** Fold enrichment of genes significantly upregulated by at least 4-fold in the  $\Delta nuc-1$  mutant as compared to wild type ( $nuc-1^+$ ) cells during phosphate starvation in significantly enriched ( $p_{adj} < 0.05$ ) gene ontology (GO) categories. The number of genes significantly upregulated by at least 4-fold found in each category is indicated by the color of the bar. **(B)** Fold enrichment of genes significantly downregulated by at least 4-fold in the  $\Delta nuc-1$  mutant as compared to wild type ( $nuc-1^+$ ) cells during phosphate starvation in significantly enriched ( $p_{adj} < 0.05$ ) gene GO categories. The number of genes significantly downregulated by at least 4-fold found in each category is indicated by the color of the bar. GO enrichment analysis was calculated using FungiFun 2.2.8 (11).

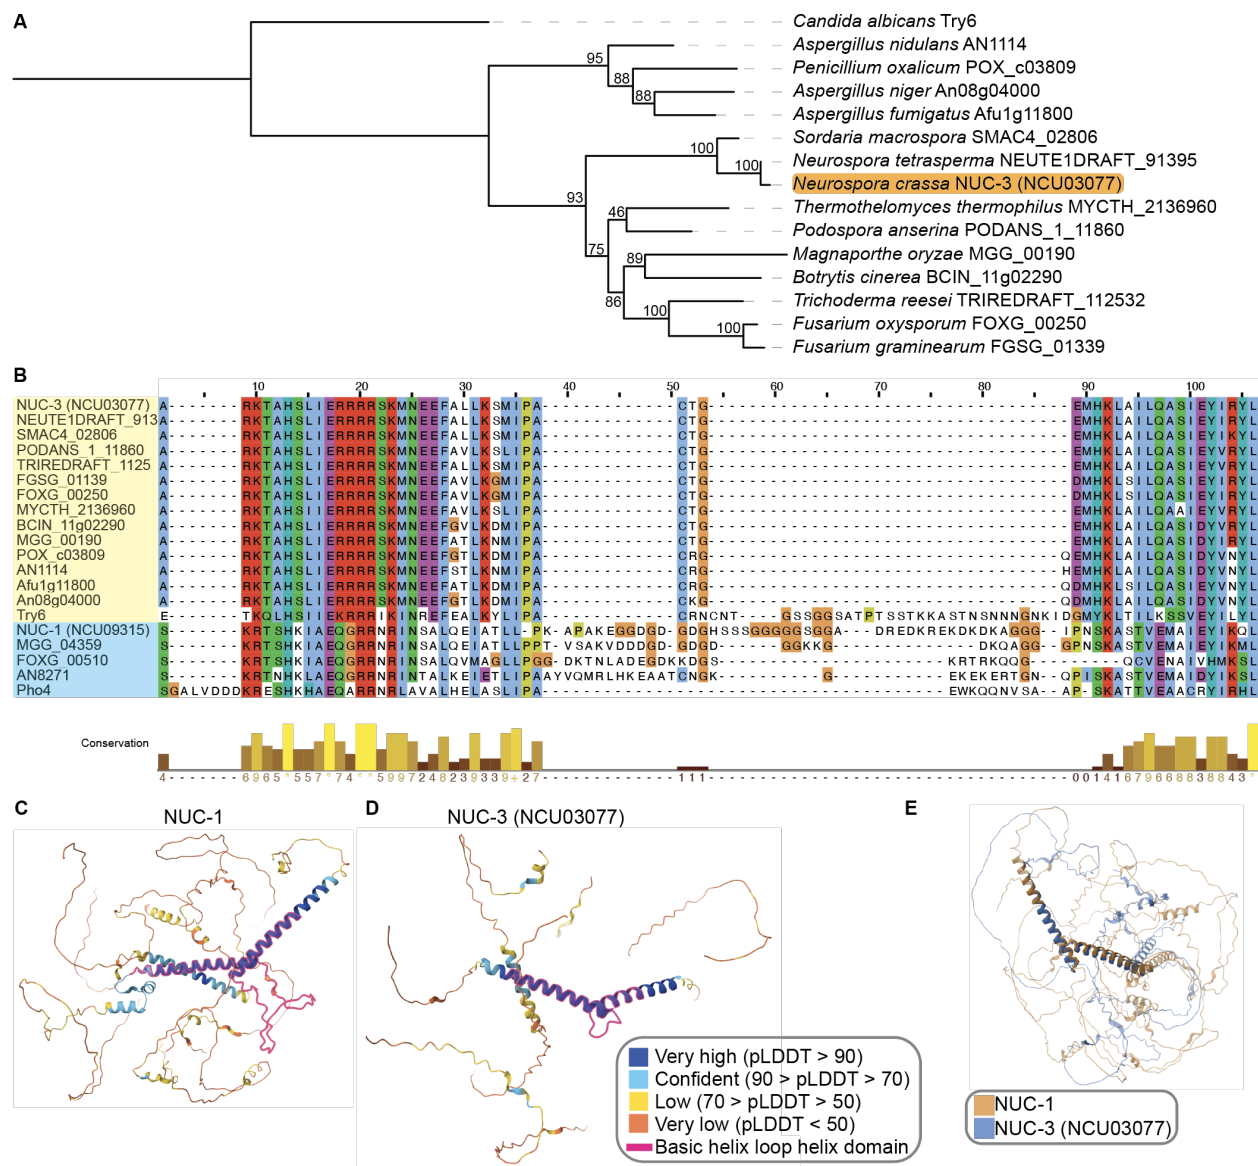

**Fig S2. NUC-3 is conserved in the Pezizomycotina.** (A) Protein sequences of NUC-3 homologs were used to build a phylogenetic tree using the maximum likelihood method based on the Jones-Taylor-Thornton matrix-based model using FastTree with *Candida albicans* as an outgroup (15). The reliability of each split in the tree was computed using the Shimodaira-Hasegawa test on three alternate topologies around that split. *N. crassa* NUC-3 is highlighted in orange. Numbers at each node indicate the bootstrap support for the branch. (B) Alignment of the basic helix-loop-helix domains (as annotated by UniProt (16)) of NUC-3 and NUC-1 homologs (amino acids 635-745 for NUC-1 and amino acids 154-204 for NUC-3). The NUC-3 homologs (highlighted in yellow) are the same proteins as in (A). The NUC-1 homologs (highlighted in blue) are: *Magnaporthe oryzae* MGG\_04359, *Fusarium oxysporum* FOXG\_00250, *Aspergillus nidulans* AN8271, and *Saccharomyces cerevisiae* Pho4. Protein sequences were aligned using MAFFT (14). Colors of amino acids are determined using the Clustal color scheme.

Conservation is determined using the AMAS method (22) in Jalview (23) and is a numerical index reflecting conservation of the physico-chemical properties of the amino acids in the alignment. **(C-D)** AlphaFold (19) structural prediction of NUC-1 **(C)** and NUC-3 **(D)** with the basic helix-loop-helix domain as annotated by UniProt (16) highlighted in magenta. Colors in the predicted structures correspond to the AlphaFold per-residue confidence score (pLDDT). **(E)** Pairwise structural alignment of the structural prediction of NUC-1 and NUC-3 from the AlphaFold protein structure database (19) performed using the RCSB protein data bank (21). NUC-1 is indicated in gold and NUC-3 is indicated in blue.

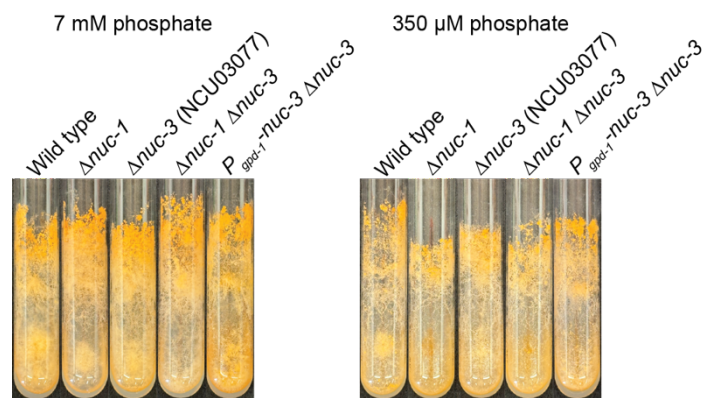

**Fig S3. NUC-3 is not required for growth during phosphate limitation.** The indicated strains were inoculated onto slants containing either sufficient phosphate (7 mM) or phosphate limitation (350  $\mu$ M) (24) and grown for 2 d in constant dark and 6 d in constant light. Images are representative of three biological replicates.

## SI TABLES

**Table S1. Strains used in this study.**

| Strain name                                          | Genotype                                                                                       | Source                  |
|------------------------------------------------------|------------------------------------------------------------------------------------------------|-------------------------|
| Wild type                                            | Wild type <i>mat A</i>                                                                         | FGSC* 2489 (25)         |
| Wild type                                            | Wild type <i>mat a</i>                                                                         | FGSC 4200 (25)          |
| $\Delta$ <i>nuc-1</i>                                | $\Delta$ <i>nuc-1</i> (NCU09315):: <i>Hyg<sup>R**</sup> mat a</i>                              | FGSC 11448 (26)         |
| $\Delta$ <i>nuc-3</i>                                | $\Delta$ <i>nuc-3</i> (NCU03077):: <i>Hyg<sup>R</sup> mat a</i>                                | FGSC 11356 (26)         |
| $\Delta$ <i>nuc-3</i>                                | $\Delta$ <i>nuc-3</i> :: <i>Nat<sup>R***</sup> mat A</i>                                       | This study (FGSC 26801) |
| $\Delta$ <i>nuc-1</i> $\Delta$ <i>nuc-3</i>          | $\Delta$ <i>nuc-1</i> :: <i>Hyg<sup>R</sup> Δnuc-3</i> :: <i>Nat<sup>R</sup> mat a</i>         | This study (FGSC 26800) |
| <i>P<sub>gpd-1</sub>-nuc-3</i> $\Delta$ <i>nuc-3</i> | $\Delta$ <i>csr-1</i> :: <i>P<sub>gpd-1</sub>-nuc-3 Δnuc-3</i> :: <i>Nat<sup>R</sup> mat A</i> | This study (FGSC 26802) |

\*FGSC stands for Fungal Genetics Stock Center (25).

\*\**Hyg<sup>R</sup>* stands for the hygromycin resistance cassette (26).

\*\*\**Nat<sup>R</sup>* stands for the nourseothricin resistance cassette (27).

**Table S2. RNAseq library construction and sequencing.**

| Strain                                                | Condition              | Location               | Sequencer  | Read Length |
|-------------------------------------------------------|------------------------|------------------------|------------|-------------|
| Wild type <i>mat A</i>                                | 7.3 mM phosphate (4 h) | Joint Genome Institute | HiSeq 2000 | 1x100 bp    |
| Wild type <i>mat A</i>                                | 0 mM phosphate (4 h)   | Joint Genome Institute | HiSeq 2000 | 1x100 bp    |
| Wild type <i>mat A</i>                                | 0 mM phosphate (4 h)   | UC Berkeley            | HiSeq 4000 | 1x50 bp     |
| $\Delta$ <i>nuc-1</i> :: <i>Hyg<sup>R</sup> mat a</i> | 0 mM phosphate (4 h)   | UC Berkeley            | HiSeq 4000 | 1x50 bp     |
| $\Delta$ <i>nuc-3</i> :: <i>Hyg<sup>R</sup> mat a</i> | 0 mM phosphate (12 h)  | UC Berkeley            | NovaSeq    | 2x150 bp    |
| Wild type <i>mat a</i>                                | 0 mM phosphate (12 h)  | UC Berkeley            | NovaSeq    | 2x150 bp    |

**Table S3. RT-qPCR primer sequences.**

| Gene         | Forward primer 5' → 3' | Reverse primer 5' → 3' |
|--------------|------------------------|------------------------|
| <i>act</i>   | TGATCTTACCGACTACCT     | CAGAGCTTCTCCTTGATG     |
| <i>nuc-3</i> | CGGGCCTAACACTGACTAGC   | CCTATCCGGTTGCGTCTGTT   |
| <i>pho-2</i> | TTTACGTTGACTCGTCGCCA   | AGCGCCATATTCATACCGGG   |

## SI REFERENCES

1. Vogel H. 1956. A convenient growth medium for *Neurospora* (medium N). Microbial Genetics Bulletin 13:42-43.
2. Fries N. 1938. Über die Bedeutung von Wuchsstoffen für das Wachstum verschiedener Pilze Acta Universitatis Upsaliensis.
3. Beadle GW, Tatum EL. 1941. Genetic control of biochemical reactions in *Neurospora*. Proc Natl Acad Sci U S A 27:499-506.
4. Wu VW, Thieme N, Huberman LB, Dietschmann A, Kowbel DJ, Lee J, Calhoun S, Singan VR, Lipzen A, Xiong Y, Monti R, Blow MJ, O'Malley RC, Grigoriev IV, Benz JP, Glass NL. 2020. The regulatory and transcriptional landscape associated with carbon utilization in a filamentous fungus. Proc Natl Acad Sci U S A 117:6003-6013.
5. Galagan JE, Calvo SE, Borkovich KA, Selker EU, Read ND, Jaffe D, FitzHugh W, Ma LJ, Smirnov S, Purcell S, Rehman B, Elkins T, Engels R, Wang S, Nielsen CB, Butler J, Endrizzi M, Qui D, Ianakiev P, Bell-Pedersen D, Nelson MA, Werner-Washburne M, Selitrennikoff CP, Kinsey JA, Braun EL, Zelter A, Schulte U, Kothe GO, Jedd G, Mewes W, Staben C, Marcotte E, Greenberg D, Roy A, Foley K, Naylor J, Stange-Thomann N, Barrett R, Gnerre S, Kamal M, Kamvysselis M, Mauceli E, Bielke C, Rudd S, Frishman D, Krystofova S, Rasmussen C, Metzenberg RL, Perkins DD, Kroken S, et al. 2003. The genome sequence of the filamentous fungus *Neurospora crassa*. Nature 422:859-868.
6. Patro R, Duggal G, Love MI, Irizarry RA, Kingsford C. 2017. Salmon provides fast and bias-aware quantification of transcript expression. Nat Methods 14:417-419.
7. Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550.
8. Langmead B, Salzberg SL. 2012. Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357-359.
9. Zhang Y, Liu T, Meyer CA, Eeckhoutte J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W, Liu XS. 2008. Model-based analysis of ChIP-Seq (MACS). Genome Biol 9:R137.
10. Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, Ren J, Li WW, Noble WS. 2009. MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37:W202-W208.
11. Priebe S, Kreisel C, Horn F, Guthke R, Linde J. 2015. FungiFun2: a comprehensive online resource for systematic analysis of gene lists from fungal species. Bioinformatics 31:445-446.
12. Kanehisa M, Goto S. 2000. KEGG: Kyoto encyclopedia of genes and genomes. Nucleic Acids Res 28:27-30.
13. Stajich JE, Harris T, Brunk BP, Brestelli J, Fischer S, Harb OS, Kissinger JC, Li W, Nayak V, Pinney DF, Stoeckert CJ, Jr., Roos DS. 2012. FungiDB: an integrated functional genomics database for fungi. Nucleic Acids Res 40:D675-D681.
14. Katoh K, Standley DM. 2013. MAFFT multiple sequence alignment software version 7: improvements in performance and usability. Mol Biol Evol 30:772-780.

15. Price MN, Dehal PS, Arkin AP. 2010. FastTree 2--approximately maximum-likelihood trees for large alignments. PLoS One 5:e9490.
16. Consortium U. 2025. UniProt: the Universal Protein Knowledgebase in 2025. Nucleic Acids Res 53:D609-D617.
17. Huang X, Miller W. 1991. A time-efficient, linear-space local similarity algorithm. Adv Appl Math 12:337-357.
18. Madeira F, Madhusoodanan N, Lee J, Eusebi A, Niewielska A, Tivey ARN, Lopez R, Butcher S. 2024. The EMBL-EBI Job Dispatcher sequence analysis tools framework in 2024. Nucleic Acids Res 52:W521-W525.
19. Jumper J, Evans R, Pritzel A, Green T, Figurnov M, Ronneberger O, Tunyasuvunakool K, Bates R, Žídek A, Potapenko A, Bridgland A, Meyer C, Kohl SAA, Ballard AJ, Cowie A, Romera-Paredes B, Nikolov S, Jain R, Adler J, Back T, Petersen S, Reiman D, Clancy E, Zielinski M, Steinegger M, Pacholska M, Berghammer T, Bodenstein S, Silver D, Vinyals O, Senior AW, Kavukcuoglu K, Kohli P, Hassabis D. 2021. Highly accurate protein structure prediction with AlphaFold. Nature 596:583-589.
20. Varadi M, Bertoni D, Magana P, Paramval U, Pidruchna I, Radhakrishnan M, Tsenkov M, Nair S, Mirdita M, Yeo J, Kovalevskiy O, Tunyasuvunakool K, Laydon A, Žídek A, Tomlinson H, Hariharan D, Abrahamson J, Green T, Jumper J, Birney E, Steinegger M, Hassabis D, Velankar S. 2024. AlphaFold Protein Structure Database in 2024: providing structure coverage for over 214 million protein sequences. Nucleic Acids Res 52:D368-D375.
21. Bittrich S, Segura J, Duarte JM, Burley SK, Rose Y. 2024. RCSB protein Data Bank: exploring protein 3D similarities via comprehensive structural alignments. Bioinformatics 40:btae370.
22. Livingstone CD, Barton GJ. 1993. Protein sequence alignments: a strategy for the hierarchical analysis of residue conservation. Comput Appl Biosci 9:745-756.
23. Waterhouse AM, Procter JB, Martin DM, Clamp M, Barton GJ. 2009. Jalview Version 2--a multiple sequence alignment editor and analysis workbench. Bioinformatics 25:1189-1191.
24. Toh EA, Ishikawa T. 1971. Genetic control of the synthesis of repressible phosphatases in *Neurospora crassa*. Genetics 69:339-351.
25. McCluskey K, Wiest A, Plamann M. 2010. The Fungal Genetics Stock Center: a repository for 50 years of fungal genetics research. J Biosci 35:119-126.
26. Colot HV, Park G, Turner GE, Ringelberg C, Crew CM, Litvinkova L, Weiss RL, Borkovich KA, Dunlap JC. 2006. A high-throughput gene knockout procedure for *Neurospora* reveals functions for multiple transcription factors. Proc Natl Acad Sci U S A 103:10352-10357.
27. Kück U, Hoff B. 2006. Application of the nourseothricin acetyltransferase gene (*nat1*) as dominant marker for the transformation of filamentous fungi. Fungal Genetics Reports 53:9-11.

How the deposited data were processed for this re-analysis (not part of the article)

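RNA from 18 *N. crassa* libraries was compared in 3 experiments with 3 libraries per condition, each from an independently inoculated culture. Experiment 1 compared wild type at 0 mM and 7 mM phosphate after 4 h, Experiment 2 compared wild type and Δ*nuc-1* at 0 mM after 4 h, and Experiment 3 compared wild type and Δ*nuc-3* at 0 mM after 12 h. The authors made the deposited TPM values with Salmon version 1.4.0 and the option --validateMappings against the transcripts of genome version 12 of strain OR74A, with no further scaling stated. Each library's TPM add up to 1000000.0 over the table, so they are shares of a library and hold no counts. The depth per library is therefore unknown, no counting interval or floor is given, and a value listed at 0 gives no limit. Precision is described by the spread between the 3 libraries of a condition, with a median SD from 0.06 to 0.212 log2 units.

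Samples were grouped by the deposited labels, which name genotype, phosphate, time, experiment and replicate for each library. The table lists 1 or more transcripts per gene without transcript names, and the transcripts of a gene were summed. Transcripts of 8.4% of the genes were summed in this way. Gene positions came from the annotation of the same assembly, in which 1 gene of the table was not found. The replicate numbers are not described as pairs, and the libraries were treated as independent.

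Within each comparison, each library was divided by the median ratio of its genes to the geometric mean over the 6 libraries. Genes with a mean of at least 1 TPM in either condition were fitted with limma version 3.58.1 (lmFit, and eBayes with a trend) in R version 4.3.3 on log2(TPM + 1), with Benjamini-Hochberg adjustment over the genes tested. A call needed an adjusted p under 0.05, a ratio of mean rescaled TPM of at least 4 (at least 2 for Δ*nuc-3*) and a mean deposited TPM of at least 10 in either condition. The authors used DESeq2 on counts, which were not used here. Tables were handled in Python version 3.11.15 with pandas version 2.3.3, NumPy version 2.4.6 and SciPy version 1.17.1, and the figures were drawn with matplotlib version 3.10.9. Overlap and promoter binding were tested with two-sided Fisher's exact tests over genes with a mean of at least 10 TPM. The gene list behind the binding test was the NUC-3 list of Dataset S2, and the NUC-1 list, which holds 379 genes in the copy used, was not tested.

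The procedure was tested on simulated data made from the observed spread. Of 100 genes changed 8-fold, 98 to 100 were called at 4-fold, with 0 false calls. Of 100 genes changed 3-fold, 92 to 98 were called at 2-fold, with 0 to 2 false calls. In each simulation 200 genes were changed, all drawn from the more abundant genes, with spread drawn independently for each gene and library. Genes of low TPM, a change in most genes and deviations shared between libraries were not simulated. These rates are therefore not rates for the data themselves.

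Genes were named by a rule set before the data were examined: each gene that the paper names by its NCU number, the 3 called genes with the largest ratio in each direction of each comparison (genes listed at 0 in one condition ranked ahead, by their mean TPM in the other), the *mat A* genes, 4 pheromone and pheromone receptor genes, and the genes on either side of *nuc-1* and *nuc-3*. Part of their values in Dataset S1 had been seen when the rule was written. The analysis was repeated with TPM as deposited, upper-quartile rescaling, an added 0.1 in place of 1, no filter on low values, no TPM minimum, no condition on the adjusted p, the threshold on limma's log2 fold change, limma's robust spread, a fit over all 18 libraries, the replicate number as a term, and each library left out in turn. Binding was also counted with peaks within 1000 bp of the start codon and with peaks of at least 5-fold enrichment. These choices were made before the data were examined. Repeats with the transcript listed at the top for each gene and with *nuc-3* left out of the binding test were chosen after seeing the data. A comparison of wild type of Experiment 3 with both strains of Experiment 2, for the calls shared with starvation, was also chosen after seeing the data. For each comparison, the 10 possible splits of the 6 libraries were also counted. Data of other assays in the paper were not analysed here.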

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

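The tests of sequencing site and the 2 tests of mating type for calls shared with starvation were chosen only after the result was seen, and so was the limit, an adjusted p under 0.05 with at least a 4-fold ratio, by which the genes in this part were picked from the mating-type genes and the neighbors of *nuc-1* and *nuc-3*.

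The wild type and Δ*nuc-1* libraries of Experiment 2 differed in genes of mating type that the text of the paper does not mention. Dataset S1 was read only in part and may list them. *matA-1* was 185-fold lower in Δ*nuc-1* by the ratio of rescaled means (log2 fold change -2.11, limma adjusted p = 0.0065), a ratio against a mean close to 0. With only the transcript listed at the top for the gene, the log2 fold change was -0.72 and the difference did not pass the test, so this signal rests on the sum of its transcripts. Over its alternatives the limma adjusted p ran from 0.0032 to 0.44, the last in that repeat. *mfa-1* was 13.1-fold higher in Δ*nuc-1*, with a mean of 11.3 TPM in wild type and 131 TPM in Δ*nuc-1*. In Experiment 3, where both strains are *mat a*, *matA-1* was listed at 0 in all 6 libraries. The strains of Experiment 2 have opposite mating types by Table S2, and these values are consistent with a mating type difference as a source of part of the calls. Of the calls, 149 also changed with starvation in the opposite direction in Experiment 1, where each library is *mat A*. This shows that they respond to starvation and does not exclude an effect of mating type, since *matA-1* also rose with starvation. In 143 of the 149, *mat a* wild type of Experiment 3 was nearer to *mat A* wild type than to *mat a* Δ*nuc-1*, unlike *mfa-1*, which argues against a mating type difference that is the same at 4 h and 12 h. Time and sequencing differ between these experiments, so for an effect at 4 h alone, mating type and *nuc-1* cannot be told apart. For the remaining calls of Experiment 2 their shares were not tested. Depth and GC content were not tested.

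NCU09314, the gene next to *nuc-1* on chromosome I, was listed at 0 in the 3 wild-type libraries of Experiment 2 and had 5.69, 6.38 and 4.10 TPM in the Δ*nuc-1* libraries, a mean of 5.39 TPM (log2 fold change 2.74, limma adjusted p = 2.4e-04). In the 12 libraries of the other experiments it stayed at or below 0.125 TPM. The gene on the other side, NCU09316, was 1.63-fold higher in Δ*nuc-1* (limma adjusted p = 0.011). A position effect of the deletion was not tested for these genes, and no biological explanation was tested.

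The wild type at 0 mM after 4 h was measured in Experiments 1 and 2, with the same mating type, medium and time. Between them 479 genes were called at 4-fold, 206 higher and 273 lower in Experiment 2. With TPM as deposited the numbers were 113 and 471. Because 3 libraries against 3 have only 10 splits, of which 1 gave as many calls, chance cannot be excluded by this count alone. All 257 of these calls that were also starvation calls went in the direction opposite to starvation. To avoid shared libraries, starvation genes were picked with starved replicate 1 of Experiment 1 and compared between the experiments with its other starved libraries, a change made after the value on shared libraries had been seen. Of the genes at least 4-fold higher in starvation, 96.0% were lower in Experiment 2, with a median log2 difference of -1.87 against 0.07 for all genes, and of the genes lower in starvation 92.5% were higher. These values are consistent with a weaker starvation response in Experiment 2, which may come from the cultures. The site, sequencer and read length also differed. Of the calls, 46.3% were not starvation calls, and this share decides neither way, so the sequencing and the cultures cannot be told apart for them. The differences between wild type and mutant were each tested within 1 experiment.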

How the results depend on the processing

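The repeats with the transcript listed at the top for each gene and with *nuc-3* left out of the binding test were chosen only after the result was seen, and the other tests were planned. The ribosomal protein set tests with camera and fry were planned and not run, because no annotation of the whole genome was used. For the comparison of Experiments 1 and 2, the fit over 18 libraries and the replicate block do not apply. In the other comparisons 10 alternatives set before the data were examined were run beside the fits without one library.

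For starvation, the number of genes called stayed between 549 and 755 over all alternatives, and between 604 and 632 with one library left out. The split changed with the scaling: TPM as deposited gave 483 genes higher. NCU03076 and NCU09316, neighbors of the deleted genes, reversed with TPM as deposited, from log2 fold changes of -0.30 (limma adjusted p = 0.016) and -0.25 (limma adjusted p = 0.018) to 0.14 and 0.19. Over the alternatives their adjusted p ran from 0.0082 to 0.10 and from 0.0047 to 0.098, and neither passed the test as deposited. The median of all genes moved to 0.412 under that setting, which by construction shifts each gene. Single named genes were followed in 5 of the alternatives and in the fits without one library, and none of the others reversed a gene that passed the test with all libraries. Over the fits without one library, 443 tests of named genes gave the same outcome in starvation and 7 no longer passed.

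For Δ*nuc-1*, TPM as deposited and the threshold on limma's log2 fold change each gave 63 genes called higher. With one library left out, the number called was 86 to 223, with 14 to 151 higher and 47 to 77 lower, and at 2-fold 259 to 441 higher and 220 to 318 lower. The low ends for all calls and for the calls higher came without Δ*nuc-1* replicate 3. Whether this library alone carried the calls higher in Δ*nuc-1* is tested among the other observations. The overlap with starvation, 149 genes, was 69 to 193, with 13 to 135 of the genes higher in Δ*nuc-1* and 33 to 63 of those lower. Its part higher in Δ*nuc-1* was 55 with TPM as deposited and 59 with the threshold on limma's log2 fold change. All 27 genes named as bound by NUC-1 were called with all libraries, and 20 to 27 with one left out. The cause was not tested for the scaling and the threshold. Over the fits without one library, 338 tests of named genes gave the same outcome, 26 no longer passed and 1 newly passed.

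For Δ*nuc-3*, 97 genes were called with no condition on the adjusted p, 84 higher and 13 lower. TPM as deposited gave 4 lower, and the transcript listed at the top gave 12 lower, 6 of them at 4-fold. With one library left out, the number called was 5 to 47, with 4 to 39 higher and 1 to 11 lower, and at 4-fold 3 to 19 higher and 1 to 3 lower. Of the 26 genes named as bound by NUC-3, 3 to 16 were called. The lowest of these numbers, 5, 4 and 3 at 2-fold, came without wild-type replicate 3, and the fold changes behind them are given among the other observations. Bound promoters made up 11.8% of the genes higher in Δ*nuc-3* with peaks within 1000 bp, 21.6% with peaks of at least 5-fold enrichment, and 30.8% to 75.0% with one library left out, and the test no longer passed in the 2 repeats on peaks and without wild-type replicate 1 or Δ*nuc-3* replicate 1. The cause was not tested. Over the fits without one library, 193 tests of named genes gave the same outcome and 77 no longer passed.

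With the replicate number as a term (replicate block), 616 genes were called for starvation, 164 for Δ*nuc-1* and 3 for Δ*nuc-3*, 2 higher and 1 lower at 2-fold and at 4-fold, and 2 of the 26 genes named as bound by NUC-3. The numbers do not pair the libraries: across genes, the correlation of the deviations of libraries with the same number was 0.096, 0.028 and -0.138 in Experiment 1, -0.055, -0.029 and -0.102 in Experiment 2, and -0.164, -0.683 and -0.049 in Experiment 3. Between strains in Experiment 3, libraries with different numbers had correlations up to 0.679 and 0.666. The labels give no grouping behind these, no fit includes them, and the independence of these libraries is an assumption. By construction the block leaves each fold change as it was, so the lower number for Δ*nuc-3* is not a smaller effect. What lowered the number was not tested.

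Between Experiments 1 and 2, TPM as deposited gave 113 genes higher and 471 lower, and 465 were lower with no TPM minimum. With one library left out the number was 445 to 530. The cause was not tested. For none of these comparisons is the depth known, so no limit from it can be given.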

Differences from the paper's values

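Of the alternatives here, only the repeat with the transcript listed at the top for each gene was chosen only after the result was seen, and the other tests were planned.

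At 2-fold, 51 genes were called higher in Δ*nuc-3*, and the paper reports 79. Among the alternatives set before the data were examined, the difference was within 1.5-fold with no TPM minimum (57), no condition on the adjusted p (84), robust spread (54) and one fit over all 18 libraries (75). It was not with TPM as deposited (49), upper-quartile rescaling (50), an added 0.1 (51), no filter on low values (48), the threshold on limma's log2 fold change (49), the replicate term or any library left out. The transcript listed at the top for each gene, chosen after seeing the values, gave 55 and was within it; of the 26 genes that the paper names as bound and regulated by NUC-3 it leaves 7 uncalled.

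At 2-fold, 7 genes were called lower in Δ*nuc-3*, and the paper reports 11. The difference was within 1.5-fold with no condition on the adjusted p (13), one fit over all 18 libraries (10) and without wild-type replicate 2 (11, the paper's number), and not under the other alternatives, which gave 1 to 7. The transcript listed at the top, chosen after seeing the values, gave 12. Together 58 genes were called at 2-fold, and the paper's total is the sum of its 79 and 11 genes.

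Of the genes called higher in Δ*nuc-3*, 8 were also called higher in starvation or lower in Δ*nuc-1*, and the paper reports 21. One fit over all 18 libraries gave 21, and no condition on the adjusted p gave 24. The other alternatives gave 6 to 13, apart from the replicate term with 1, and the transcript listed at the top gave 8.

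The paper lists *pho-2*, *gdp-1*, *far-2*, *tcf-10*, *acw-6*, NCU08842, NCU02722 and NCU07485 among the genes repressed by NUC-3, and they were not called here, although each ratio was above 2 and all 26 genes on that list were higher in Δ*nuc-3*. That list was drawn up by the paper on these same libraries. All 8 were called with no condition on the adjusted p. One fit over all 18 libraries called *pho-2*, *gdp-1*, *tcf-10*, *acw-6*, NCU08842, NCU02722 and NCU07485, and it did not call NCU05586. Robust spread called *pho-2*. The transcript listed at the top, chosen after seeing the values, called *tcf-10*. Of the phosphate genes that the paper lists as higher in Δ*nuc-3*, *bet-6*, NCU09767 and *grn* were not called here. They were called with no condition on the adjusted p and in one fit over all 18 libraries, and *grn* also with robust spread. NCU06341, which the paper lists as lower in Δ*nuc-3*, was called only with no condition on the adjusted p. The paper names *inl-13* as the most upregulated gene in starvation, and its ratio was not computed here because it was listed at 0 at 7 mM.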

Other observations

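The tests of a single library behind the Δ*nuc-1* calls, of 1 transcript per gene in Dataset S1 and of neighboring calls were chosen only after the result was seen.

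For the numbers of genes called in starvation, Δ*nuc-1* and Δ*nuc-3*, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls, and the other splits gave 0 calls. By this count alone chance cannot be excluded in any of the 3 comparisons, since 10 splits are too few.

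The paper lists NCU03078, next to *nuc-3*, as a gene repressed by NUC-3. A position effect of the deletion is a candidate explanation for its 43.9-fold increase. The gene on the other side, NCU03076, was 1.19-fold higher (limma adjusted p = 0.52). In Δ*nuc-1*, where *nuc-3* expression is low, NCU03078 had a log2 fold change of -0.34 (limma adjusted p = 0.38). The timing also differs, 4 h against 12 h, so regulation by NUC-3 and a position effect cannot be told apart.

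The 103 genes higher in Δ*nuc-1* had the highest median TPM in Δ*nuc-1* replicate 3. That this library alone carries the difference is argued against by 96 of the 103 genes that were still called at 2-fold without it, with a median fold of 3.41 in place of 4.95. Across genes, the deviation of that library from the other 2 had a Spearman correlation of -0.303 with the starvation log2 fold change, just past the limit of -0.3 that was written before the correlation was computed. Δ*nuc-1* replicate 1 had 0.351 and wild-type replicate 1 had 0.382. These values are consistent with cultures that differ in how far the starvation response had gone. The margin is small, and in Δ*nuc-1* replicate 3 genes lower in starvation deviated by a median of 0.73 and genes higher by 0.002.

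Without wild-type replicate 3, the number of Δ*nuc-3* calls fell from 58 to 5. That the fold changes shrink without it is argued against by all 58 genes, which kept a ratio of at least 2.

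The scaling factors of the starved libraries were higher than those of the 7 mM libraries. A larger share of the TPM in the most abundant genes at 7 mM is a candidate explanation. The 100 most abundant genes held 42.5% of the TPM at 7 mM and 28.1% at 0 mM, and without them the median log2 difference between the conditions fell from 0.452 to 0.138. The rescaling sets the median gene as unchanged. After it, 69.4% of the genes tested had a limma adjusted p under 0.05, and 57.9% to 76.1% over the alternatives, so an assumption that most genes did not change is not met by this test. A shift common to all genes cannot be seen in TPM, and a global biological change was not tested.

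In Dataset S1, the TPM of most genes with several transcripts were below the sums used here. Within 0.1%, all 207 such genes among those read equal the transcript listed at the top of the deposited table, and 5 also equal the sum, consistent with 1 transcript per gene having been used for the TPM listed there. By that transcript *pho-4* had 0.315 TPM at 7 mM and 20.2 TPM at 0 mM, and by the sum 4.12 and 1158 TPM. The paper's fold change for *pho-4*, 204, was reached with the sum (204) and not with that transcript (46.8), so for this gene its fold change does not rest on that transcript alone.

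Among the 51 genes higher in Δ*nuc-3* there were 7 pairs of next-door genes. Of 10000 random lists matched for TPM, 0 held as many (permutation p = 0.0001, the smallest these lists can give), which argues against a placement of the calls along the chromosomes by chance. Genes lower in Δ*nuc-1* held 7 pairs and 0 lists held as many, and genes higher in Δ*nuc-1* held 4 pairs (permutation p = 0.028). Genes higher in starvation held 40 pairs and genes lower held 22 (permutation p = 0.0005). Shared promoters, clusters and reads that run into a neighbor were not tested.

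The other genes of mating type were low in Experiment 2. *matA-2* and *matA-3* were at or below 0.398 TPM in wild type and listed at 0 in Δ*nuc-1*, and *ccg-4* was 0.448 to 1.35 TPM in wild type and at most 0.108 TPM in Δ*nuc-1*. *pre-1* did not differ (limma adjusted p = 0.82), and *pre-2* was below 1 TPM in each library. In Experiment 3, with 2 *mat a* strains, *mfa-1* was 3.48-fold lower in Δ*nuc-3*, which did not pass the test (limma adjusted p = 0.12).

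Some genes called between Experiments 1 and 2 in wild type at 0 mM were listed at 0 in one of them and have no ratio. Of these, NCU00354, NCU09145 and NCU17224 had the highest means in Experiment 2, 24.8, 23.6 and 18.1 TPM, and were listed at 0 in Experiment 1. NCU16314, NCU05763 and NCU09845 had the highest means in Experiment 1, 30.0, 16.2 and 16.1 TPM, and were listed at 0 in Experiment 2.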
